# An In Vivo Requirement for the Mediator Subunit Med14 in the Maintenance of Stem Cell Populations

**DOI:** 10.1016/j.stemcr.2015.02.006

**Published:** 2015-03-12

**Authors:** Jeffrey T.A. Burrows, Bret J. Pearson, Ian C. Scott

## Abstract

The Mediator complex has recently been shown to be a key player in the maintenance of embryonic and induced pluripotent stem cells. However, the in vivo consequences of loss of many Mediator subunits are unknown. We identified *med14* as the gene affected in the zebrafish *logelei* (*log*) mutant, which displayed a morphological arrest by 2 days of development. Surprisingly, microarray analysis showed that transcription was not broadly affected in *log* mutants. Indeed, *log* cells transplanted into a wild-type environment were able to survive into adulthood. In planarians, RNAi knockdown demonstrated a requirement for *med14* and many other Mediator components in adult stem cell maintenance and regeneration. Multiple stem/progenitor cell populations were observed to be reduced or absent in zebrafish *med14* mutant embryos. Taken together, our results show a critical, evolutionarily conserved, in vivo function for Med14 (and Mediator) in stem cell maintenance, distinct from a general role in transcription.

## Highlights

• med14 mutant zebrafish embryos do not have global defects in transcription
• Mediator components are required in planaria for adult stem cell maintenance
• Zebrafish med14 mutant embryos have an apparent defect in stem cell maintenance
• Mediator has a specialized in vivo function in stem cell lineages

## Introduction

First identified in yeast (Kelleher et al., 1990; Thompson et al., 1993), the core Mediator complex consists of three distinct modules (Head, Middle, and Tail), with a fourth Kinase module present in some cases. Mediator physically links enhancer bound regulatory factors to RNA polymerase II (Pol II) through context-specific interactions with its Tail and Head subunits, respectively (Hengartner et al., 1995; Kim et al., 1994; Thompson et al., 1993). Work in yeast suggesting that Mediator is present at the promoters of nearly all protein coding genes and is required for both basal and activator-mediated transcription (Holstege et al., 1998; Thompson and Young, 1995) has led to the view that Mediator is part of the general transcription machinery; however, analysis of several Mediator mutants in plants and animals has not supported this model. Specific subunits have been shown to control only a subset of target genes that in turn affect specific developmental or organ-specific processes (reviewed in Hentges, 2011). The multitude of interactions documented for the 31 subunits of the Mediator complex delineate its vast functional versatility and has led to the more recent view of Mediator as an integrative hub of transcriptional regulation.

Development at a cellular level involves progression along a continuum from complete plasticity to terminal differentiation. For most cells, cell fate becomes “locked in” as development proceeds (Ho and Kimmel, 1993; Parameswaran and Tam, 1995). Stem and progenitor cells are capable of halting their progression along this developmental path and act as reserves for tissue homeostasis and regeneration. Much of what is known on how cells maintain their “stemness” has come from studying cultured embryonic stem cells (ESCs), which has revealed a complex network of transcription factors that act in concert to maintain pluripotency (Nichols et al., 1998; Takahashi and Yamanaka, 2006). Intriguingly, an RNAi screen for key regulators of pluripotency maintenance in mouse ESCs (Kagey et al., 2010) uncovered 12 subunits of Mediator, with the strongest effect resulting from knockdown of Med14. Med12 has additionally been shown to act together with Nanog to regulate a stem cell gene signature in mouse ESCs (Tutter et al., 2009). Whether the role of Mediator function in ESC maintenance extends generally to in vivo stem cell populations remains largely unknown.

In this study, we found that while zebrafish *med14* mutant embryos were largely arrested in development, there was a surprisingly limited effect on overall transcription. Transplantation experiments demonstrated that Med14 function is largely dispensable for cell survival into adulthood. Loss of *med14*, as well as several other Mediator components, in the planarian *Schmidtea mediterranea* resulted in severe stem cell and regeneration defects, with transcription in other tissues apparently unaffected. Examination of *med14* mutant zebrafish embryos also suggested a function in stem cell maintenance and regeneration. Taken together, our results show that Med14 has a conserved function in the maintenance of both embryonic and adult stem cell populations and suggest a broader in vivo role for Mediator in stem cell maintenance.

## Results

### Zebrafish *logelei* Mutants Have a Pleiotropic Phenotype Suggestive of Developmental Arrest

A novel (*s231*) allele of the *logelei* (*log*) mutant was previously isolated in a screen for mutations affecting cardiovascular development (Jin et al., 2007). At 1-day post-fertilization (dpf), *log* mutant hearts appeared completely normal (Figure 1A). Cardiac defects first became apparent in *log* mutants by 2 dpf, with a failure of heart looping (Figures 1B and 1C). By RNA in situ hybridization (ISH), expression of the chamber-specific markers *myh6*/*amhc* (atrium) and *vmhc* (ventricle) was normal in *log* mutants (Figures 1D–1I). The first observable *log* phenotype, a defect in brain ventricle inflation (Schier et al., 1996), was apparent by 36-hr post-fertilization (hpf). Following this, a developmental delay became apparent in *log* mutants from 48–96 hpf, including absence of pectoral fin elongation and semi-circular canals of the otic vesicle (Figures 1J–1M, arrowheads). Head-trunk angle, a measure of developmental progression (Kimmel et al., 1995), was largely fixed in *log* mutants by 48 hpf (Figure 1N). Despite this arrest in development, there was not an apparent increase in apoptosis or overt proliferative defect (Figure S1).

### *logelei* Is due to Mutation of *med14*

We next sought to determine the causal *log* mutation, which we had previously localized to linkage group 9 (Jin et al., 2007). Further mapping defined a zero recombination region of approximately 100 kb containing four genes. RT-PCR and sequencing from mutant (*s231* and the previously isolated *m628* and *m673* alleles) and wild-type (WT) cDNA pools identified distinct premature stop codons in *med14* in all three alleles (Figure 2A). Injection of *med14* morpholino recapitulated otic vesicle, pectoral fin and cardiac phenotypes, while injection of 300 pg of RNA encoding a WT form of Med14 partially rescued these defects in *log* mutants (Figures 2B–2E′′′). Further, injection of RNA encoding the *s231*, *m628*, and *m673* forms of *med14* failed to affect appreciable rescue of *log* mutants (results not shown). Taken together, this established that the *log* phenotype is due to mutation of *med14*.

### Maternal Expression of *med14* Affects Timing of Phenotypic Onset

As we expected that loss of Med14 would have global effects on transcription, we next examined whether *med14* had a maternal function. Injection of *med14* morpholino (which would affect maternal *med14* transcript, but not protein) worsened the *log* mutant phenotype (Figure 3A), notably inducing defects in skeletal muscle fibers (Figures 3A′ and 3A′′). *med14* transcript was maternally deposited (Figure 3B) and expressed broadly later in development (Figure 3C; data not shown). ISH analysis in *m628* allele mutants revealed a loss of *med14* expression by 24hpf, suggesting nonsense-mediated decay of mutant transcript and degradation of maternally deposited WT transcript by this time point (Figure 3D). Efforts to deplete WT maternal *med14* transcript by making maternal zygotic mutants through a germline replacement strategy (Ciruna et al., 2002) were not successful (results not shown). To determine whether the *log* mutant phenotype could be alleviated by prolonged expression of *med14*, we generated a transgenic line expressing WT *med14* RNA under control of the inducible *hsp70* promoter, which had no apparent effects on WT development (Figure 3E). In *log* mutants, overexpression of *med14* every 12 hr beginning at 12 hpf until 120 hpf resulted in maximal rescue (Figure 3F). Further analysis revealed that initiation of *med14* overexpression at 24 hpf or later in *log* mutants resulted in progressively more severe phenotypes, with initiation after 48 hpf resulting in no discernable rescue (Figures 3G–3K). These results suggest that maternal Med14 function alleviates the severity of early phenotypes in *log* mutants.

### Transcription Is Not Broadly Affected in *log* Mutants

To examine effects on Pol II transcription in *log* mutants, we first assayed expression of *opsin1sw1*, which is initiated in the eye at 2.5 dpf, after developmental defects are readily apparent (Figures 4A and 4B). Although delayed in *log* mutants (data not shown), *opsin1sw1* expression reached a level comparable to WT by 4.0 dpf (Figures 4C and 4D). To test whether transcription could be induced in *log* mutants, we heat shocked *log* mutant *hsp70:EGFP* embryos at 3.5 dpf, after which a robust EGFP fluorescence was observable at 4.0 dpf (Figure 4E). To examine whether cellular transcription and function could continue in the prolonged absence of Med14 function, we carried out transplantation experiments to place transgenic (constitutive *β-actin:EGFP*) *log* mutant cells in WT host embryos, thus circumventing the issue of embryonic lethality. *β-actin:EGFP* expression in *log* mutant cells was evident at 15 dpf (Figure 4F, mutant cells seen in 100% of 50 transplants). Interestingly, cells were found to contribute to structures not present in mutant embryos, such as the semicircular canals. In fish aged up to 2 years, EGFP-+’ve *log* mutant cells persisted, as was evident in many nonpigmented tissues (Figures 4G–4H′). This clearly demonstrated that Med14 was not (at least cell autonomously) required for constitutive transcription or cell survival.

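RNA from pools of 20 *m628* mutant embryos and 20 wild-type (WT) embryos at 54 hpf (2.25 dpf) was compared on 2 dual-colour Agilent zebrafish arrays, each a biological replicate with its own pair of pools. On both arrays the mutant cDNA carried Cy5 and the WT cDNA carried Cy3. The dyes were not exchanged, so a dye effect and a genotype effect cannot be told apart, and the number of arrays limits the precision of every value. The authors deposited the scanner output, in which Feature Extraction had subtracted the background, removed spatial trends and applied lowess dye normalization. Of 45220 features on the array, 43803 were not controls, and these held 43603 different probes. In the mutant channel 57.6% of features on replicate 1 and 73.9% on replicate 2 were well above background. In the WT channel these shares were 77.5% and 69.0%. No feature was saturated. The deposited log ratio was turned to log2 of mutant over WT, spots marked as outliers were left out and spots of the same probe were averaged. Where a whole group was not well above background, only a bound is given, as the brighter group's mean channel signal after lowess and between-array scaling (Aquantile) over the lowest signal well above background or the probe's own, and such bounds are open to dye bias. Each probe was tested against 0 with limma over the 2 arrays, which leaves 1 residual degree of freedom beside 3.66 prior degrees of freedom.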

To address in a quantitative manner the extent transcription may be globally affected in *log* mutants, we undertook a microarray approach to analyze genome-wide transcript levels at 2.25 dpf (when the *log* mutant phenotype is apparent). 

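The *med14* probe, at 34733453 to 34733512 on chromosome 9 of the Zv8 assembly, had a log2 ratio of mutant over WT of -2.36 on replicate 1 and -1.81 on replicate 2, with a mean of -2.08 ± 0.39 (SD, n = 2), with an adjusted p of 0.118 from limma. With one value fitted per gene, where this is its single probe, its adjusted p from limma was 0.0369. With normexp correction and loess its ratio was -0.40 and no longer past the p threshold. Its mutant channel was well above background on 1 of the 2 arrays. Over the kept probes, 3529 (10.2%) differed by at least 2-fold in the mean of both arrays. With a limma p under 0.05 as well, 3151 probes (9.14%) remained. None passed after Benjamini-Hochberg adjustment in limma, where the smallest adjusted p was 0.113, while 4091 probes had an unadjusted p under 0.05. Arrays simulated without any change had 2253 such probes on average. When the sign of one array was turned, which leaves the difference between the arrays in the mean, 1554 probes were past 2-fold. Of the kept probes, 793 were also past the p threshold. In that fit what the arrays share enters the spread, and 793 is below the 1724 probes with a p under 0.05 that chance would give. It is therefore too low to serve as a background for the 3151. The log2 ratios of both arrays had a correlation of 0.380 across probes, which are not independent replicates. The background correction and normalization moved the count most, to 354 probes past both thresholds with normexp correction and loess. An unmoderated fit of the same ratios gave 687 probes (1.99%).

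**Figure D1:**
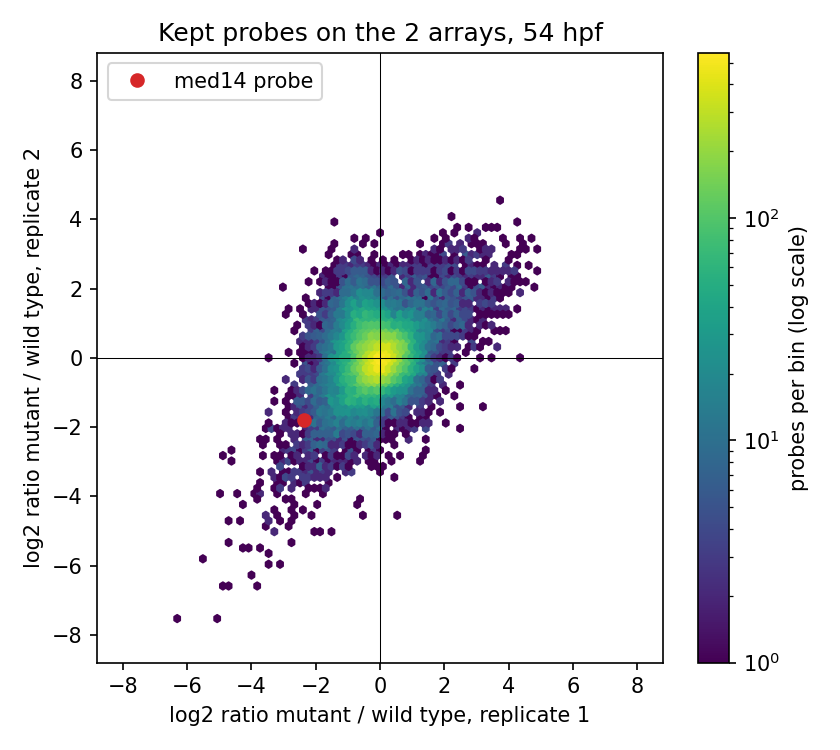
Log2 ratio of mutant over WT for each kept probe on replicate 1 (horizontal axis) and replicate 2 (vertical axis), with colour for the number of probes per bin on a log scale. The *med14* probe lies at -2.36 and -1.81.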

Surprisingly, in *log* mutants, only ∼2% of genes assayed were differentially expressed (764 of 34,858 with ≥2-fold difference), with a roughly equal number of genes being upregulated or downregulated (Figure 4I). To dismiss the possibility that transcription levels were reduced globally in *log* mutants (Lovén et al., 2012), we assayed mRNA (poly A) levels from an equivalent amounts of total RNA; however, no difference was evident even at 3.25 dpf (Figure 4J). RNA and DNA spike-ins and genomic PCR to normalize data to total genomic content (cell number) (Bower et al., 2007) was further used to stringently assay mean levels of gene expression. However, global changes in Pol II gene expression were not evident in *med14* mutants (Figure 4L). qRT-PCR analysis validated that from 1.5-3.25 dpf *med14* transcript levels were significantly downregulated in *log* mutants, in line with our RNA ISH analysis (Figure 4L).

### *med14* Is Necessary for Stem Cell Maintenance in Planarians

To further decipher Med14 function, we pursued *med14* knockdown in the freshwater planarian *S. mediterranea*. A BLAST search of *S. mediterranea* genome and transcriptomes (Labbé et al., 2012) with both human and zebrafish Med14 sequences revealed a single planarian ortholog, *Smed-med14* (*med14* in this manuscript). When intact planarians were subjected to *med14* RNAi, 100% of animals displayed a ventral curling phenotype by 10 days after the third feeding (3fd10) (Figures 5A–5D). By 3fd15, head and tail regression phenotypes became pronounced in *med14(RNAi)* animals (Figures 5E and 5F), with lysis of the epidermis following (Figure 5G), similar to what is observed following irradiation (Figure 5H). As ventral curling and lysis are hallmarks of a stem cell defect (Reddien et al., 2005), we next examined whether *med14(RNAi)* animals retained regenerative ability, which depends on stem cell function. Following amputation into thirds at 3fd3, regeneration was severely diminished at both 3 and 7 days post-amputation (dpa) in *med14(RNAi)* animals (Figures 5I–5L). As seen in zebrafish embryos, *med14* appeared to be ubiquitously expressed in planarians (Figure 6A). However, dilution of probe and reduction of staining time resulted in a stem cell-like expression pattern (Figure 6A′), in agreement with transcriptome data showing *med14* to be 6.7-fold enriched in stem cells over differentiated tissues (Labbé et al., 2012). Confirmation of *med14* expression in (but not limited to) stem cells was obtained by confocal imaging of the head and tail regions following *med14* fluorescent RNA ISH and PIWI (a marker of stem cells) antibody staining (Figures 6A′′ and 6A′′′).

To further examine the *med14(RNAi)* phenotype, RNA ISH was carried out for markers of the stem, progeny, and somatic compartments of the animal. Analysis of the stem cell marker *piwi-1* (Reddien et al., 2005) revealed a reduction in *piwi-1*-expressing cells in *med14(RNAi)* worms by 3fd6 and a complete absence by 3fd12 (Figures 6B–6C′′′). However, expression of *piwi-1* could still be detected in two dorsal-lateral regions that may represent primordial germ cells (Wang et al., 2010) (Figure 6C′′′, red arrowheads), suggesting that Med14 is not required directly for *piwi-1* expression. As the stem cell compartment in planaria is the only one that undergoes proliferation (Reddien and Sánchez Alvarado, 2004), expression of markers of mitosis (phosphorylated histone H3-H3P) and S-phase (*h2b* and *pcna*) was assayed. As expected for a complete stem cell loss, proliferation was not evident in *med14(RNAi)* animals by 3fd9/12 (Figures 6D–6I). The loss of *piwi-1*-expressing cells following *med14* RNAi may have been as a consequence of differentiation of the stem cell compartment. To examine this, we analyzed the expression of *prog-1*, which marks the immediate daughters of stem cells (Eisenhoffer et al., 2008), in control and *med14(RNAi)* worms (Figures 6J–6K′). A reduction to complete absence in the *prog-1*-positive progenitor cell population that mirrored observations of the *piwi-1* stem cell population was found, suggesting that the stem and progenitor cell pools were rapidly depleted following loss of *med14.* In support of this model, widespread apoptosis was evident in *med14(RNAi)* animals by 3fd9 (Figures 6L–6M′). In contrast, knockdown of *med14* function had no effect on differentiated cells as exemplified by expression of CNS (*pc2*), gut (*porcn*), muscle (*collagen*), pharynx (*laminin*), eye (*ovo*), and protonephridia (*cavii-1*) markers at 3fd12, with the general patterns of expression and organ shapes being normal (Figures 6N–6Y). These results suggest that loss of *med14* has a specific effect on the stem cell population and that transcription in general is not compromised.

To investigate a more general requirement for Mediator in stem cell maintenance, we performed an RNAi knockdown screen of 11 additional Mediator subunits, allowing analysis of 12 of the 25 conserved proteins (Figure S2 and table within). A ventral curling phenotype was observed for five subunits tested: *med7*, *med12*, *med17*, *med19*, and *med27* (Figures S2A–S2F and table within). In all cases, depletion of the *piwi-1*-positive stem cell population was evident by 3fd12 (Figures S2A–S3F′). No phenotypes were observed following knockdown of the remaining six subunits (data not shown). When considered collectively, a stem cell phenotype was apparent following knockdown of a subunit from each Mediator domain.

### Med14 Is Required for Maintenance of Progenitor Populations in Zebrafish

We next re-examined the zebrafish *log* mutant phenotype, with a focus on stem/progenitor cells and regeneration. Using RNA ISH, we first assayed expression of the retinal stem cell marker *mz98* (Cerveny et al., 2010) and found that while present at 2.25 dpf, expression was lost by 3.25 dpf in *log* mutants (Figures 7A–7D). Analysis of the hematopoietic stem cell marker *cmyb* (Bertrand et al., 2008) in the ventral trunk/tail region of the embryo revealed a loss of expression in *log* mutants by 3.25 dpf (Figures 7E–7H). Similarly, the putative gut stem cell marker *lgr4* (Hirose et al., 2011) showed a severe reduction in expression in *log* mutants at 3.25 dpf (Figures 7I and 7J). To assess a possible role for Med14 in vertebrate regeneration, we employed amputation of the zebrafish embryonic tailfin (Kawakami et al., 2004). Following resection of the tailfin at 2 dpf, we observed no appreciable regrowth of *log* mutant fins by 4 dpf (Figures 7K and 7L).

We next assessed readouts of stem cell function. As indicated by o-Dianisidine staining, the pronounced expansion of the red blood cell population evident in WT embryos from 48–96 hpf did not occur in *med14* mutants (Figures 7M–7R). We next examined growth of the zebrafish ventricle from 24–48 hpf, which has recently been shown to include addition of cells from second heart field progenitors (Lazic and Scott, 2011). Cardiomyocyte cell number was significantly reduced in 60 hpf *med14* morphant hearts (Figures 7S–7U). To test whether the expression of WT *med14* in cardiomyocytes could rescue the *log* heart defect, we generated a cardiomyocyte-specific *cmlc2:med14* transgenic line. Despite forced expression of WT *med14* RNA in mutant hearts well before the onset of phenotypic defects, no rescue was observed (Figure 7V). Consistent with these results, expression of the second heart field progenitor marker *ltbp3* (Zhou et al., 2011) was greatly reduced in *log* mutant embryos at 48 hpf (Figures 7W and 7X), suggesting that *med14* is required in heart progenitor cells (prior to *cmlc2* expression).

## Discussion

In this study, we have shown in two animal models (including one adult one) that the Mediator complex plays a key role in stem cell maintenance. To our knowledge, our planarian work is the first broad in vivo survey of Mediator function in stem cells. Further, our results represent a whole-organism view that helps address controversies in Mediator function in general transcription versus having more specialized functions.

Our results, we believe, provide the first description of the consequences of the complete loss of function of *med14* in metazoa. A zebrafish *med14* mutant was reported as having relatively minor defects in eye development (Dürr et al., 2006). However, this mutant (*hi2143*) resulted from an intronic retroviral insertion, and online pictures available show roughly normal development (http://web.mit.edu/hopkins/group6.html). As this is a much weaker phenotype than seen in *log* mutants, the insertion allele is likely hypomorphic. A mouse *med14* mutant made from a gene trap ESC line reported no overt phenotypes at day 10.5 (Cox et al., 2010). However, our analysis of this gene trap line by RT-PCR revealed that WT *Med14* transcript was still present, indicating that this allele was not a null (data not shown). In contrast, RNAi-mediated knockdown of *rgr1* (*med14*) in *C. elegans* has been reported to mimic loss of Pol II, which contrasts our findings in zebrafish and planarians (Shim et al., 2002). Of course, it remains possible that the *med14* alleles used in our studies are not true nulls. All three encode C-terminally truncated versions of Med14, with the *m673* and *s231* alleles resembling the original (viable) yeast *rgr1* (*med14*) mutant. This truncation prevented association of Rgr1 with many Mediator Tail components, resulting in a largely “Tail-less” Mediator (Li et al., 1995; Sakai et al., 1990). In contrast, a yeast *rgr1* null (deletion) allele results in lethality (Sakai et al., 1990). As the *m628* allele creates a large truncation of Med14 and further results in pronounced loss of transcript, we are confident that this results in a full loss of function. Recent analysis of Mediator structure has shown that Med14 is a key interface that contacts all three Mediator modules (Tsai et al., 2014), with Med14 being essential for activity of a biochemically reconstituted Mediator complex (Cevher et al., 2014). As we were unable to examine the full (maternal zygotic) zebrafish *med14* mutant phenotype, the observed onset of *log* phenotypes is likely due to when depletion of maternal protein brings Med14 levels below a threshold level in certain cell types. As discussed below, this may be especially relevant to genes with “superenhancers,” which may require a higher level of Mediator in a cell.

Our work suggests that stem and progenitor cells may be especially sensitive to Mediator complex function and that the *log* phenotype is due to loss of stem cells. This will require more extensive study, including cell fate and lineage tracing approaches. Interestingly, our transplantation experiments clearly show that cells lacking Med14 can survive to adulthood and contribute to many tissues. 

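A list of stem and progenitor markers was fixed before the data were examined, and 32 of its genes were measured, with probes of the same gene averaged and one value per gene fitted. Their median log2 ratio of mutant over WT was -0.27, at -0.54 on replicate 1 and -0.17 on replicate 2. On both arrays 17 of the genes were lower and 3 were higher. The list as a whole was lower by camera in limma (adjusted p = 0.00744) and was not called by fry, with a p of 0.135 before and 0.386 after adjustment. Lists of photoreceptor genes (median -0.93) and of cartilage, fin and canal genes (-0.42) were also called lower by camera. A lower list was thus not particular to stem and progenitor markers. The p53 and apoptosis list was called higher (0.32). Of the 12 lists tested, none had a p under 0.05 by fry, with or without adjustment. Among the stem and progenitor markers, 7 genes were at least 2-fold lower with a limma p under 0.05, and none was higher by this measure. The largest decrease was that of *isl1a*, at -1.83 ± 0.20 (SD, n = 2; adjusted p = 0.0448 from limma). It was the only gene of the list past 2-fold after adjustment over all genes, and 2 were adjusted over the list alone. *ltbp3* had a log2 ratio of 0.05 ± 0.29 (SD, n = 2) and changed sign with normexp correction and loess. The probes of *myb* (*cmyb*) differed in size, with means of -0.57, -0.59 and -1.53, and another was not well above background in either channel.

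**Figure D2:**
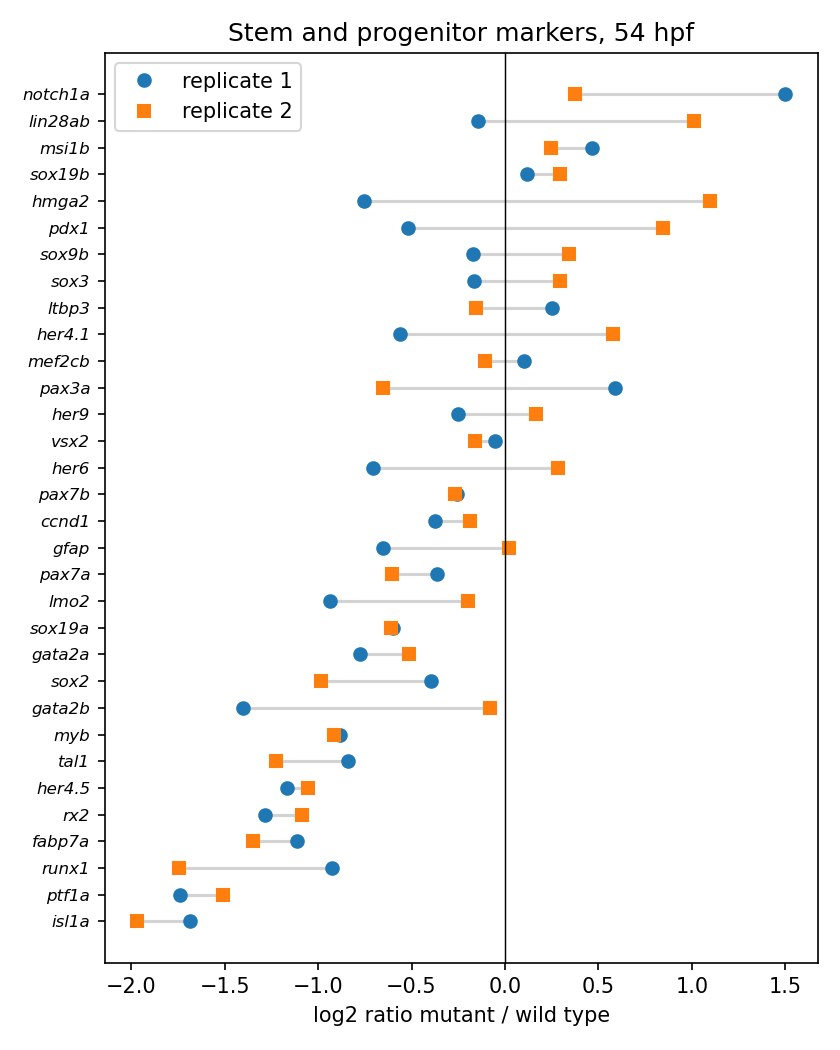
Log2 ratio of mutant over WT for each stem and progenitor marker on replicate 1 (circles) and replicate 2 (squares), ordered by mean. *isl1a* is lowest and *notch1a* highest, and several genes lie on opposite sides of 0 on the arrays.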

Gene expression analysis in *log* mutants did not reveal effects on stem-cell specific genes; however, analysis of whole embryo transcriptomes is not well suited to detect changes in small populations of cells. While the nature of the stem cell defect in zebrafish *med14* mutants requires further clarification, the effects of Med14 loss on planarian adult stem cell function is more evident. This is associated with a loss of proliferation and increased apoptosis in animals, but not an increase in *prog-1* expression. Our results therefore suggest a model where *piwi-1*-positive stem cells are depleted following *med14* RNAi, perhaps via cell death. This requires further investigation, as does the cellular autonomy (in stem cells versus a niche) of Med14 function.

The role of Mediator in general versus specialized aspects of Pol II-based transcription has been the subject of debate. Work in yeast suggests that core components of Mediator are required for most Pol II-mediated transcription and that Mediator subunits are localized upstream of most promoters (Andrau et al., 2006; Holstege et al., 1998). In contrast, Mediator has also been shown to be localized to a very limited fraction (perhaps 3%) of promoter elements (Fan and Struhl, 2009), regulating expression of a low percentage of genes (Young et al., 2009). Similar to our microarray results, expression of only a few hundred genes is misregulated in yeast *rgr1* (*med14*) CTD deletion mutants (Young et al., 2009). However, it is also true that not all Mediator subunits are equal: loss of “core” subunits such as Med17 may have more severe effects than loss of other subunits (Holstege et al., 1998).

In cultured ESCs and induced pluripotent stem cells, multiple Mediator (and cohesin) complex subunits have been shown to play essential roles in stem cell maintenance (Kagey et al., 2010). In vivo, Med1, Med14, Med21, and Cdk8 have been shown to be required in hair follicle stem cells, plant meristem, mouse blastocysts, and tumor cells, respectively (Adler et al., 2012; Autran et al., 2002; Nakajima et al., 2013; Tudor et al., 1999). Our planarian results demonstrate a requirement for Mediator subunits from all structural components (Head, Middle, Tail, and Kinase) in adult stem cells. Specific roles for other “core” components of the transcriptional machinery in stem cells have been described. Alterations in expression of the TBP-associated factors (TAFs) have been associated with pluripotency and skeletal muscle differentiation, and expression of many Mediator subunits is decreased during myotube differentiation (Deato et al., 2008; Maston et al., 2012).

The global expression of Mediator subunit (and TAF) genes in vivo has not been carefully examined to date. It is possible that distinct Mediator complexes, which contain different combinations of subunits, may have differential function in stem cells versus other contexts.

How may Mediator ultimately affect stem cell maintenance? The ESC genome has been described as existing in a poised state, with enhancers of many developmental genes having a bivalent chromatin status (Bernstein et al., 2006; Rada-Iglesias et al., 2011). This may be essential for the coordinated maintenance and differentiation of stem cells in response to the appropriate cues (Lagha et al., 2013). It is interesting to note that a variant form of the Pol II complex containing Gdown1 (Pol II(G)) requires Mediator for activator-based Pol II transcription (Hu et al., 2006; Jishage et al., 2012). Interestingly, Pol II(G) is highly enriched at genes with poised Pol II. The Polycomb/PRC2 complex has been shown to inhibit the bivalent poised status of genes in ESCs (Jia et al., 2012). PRC2 and cohesin complexes can physically interact (Strübbe et al., 2011) and may competitively bind DNA (Cunningham et al., 2012). A function of Mediator/cohesin may be to prevent association of PRC2 activity with pluripotency-associated genes. Finally, the recent description of stem cell-enriched super-enhancers is of special interest. These atypically large enhancer regions are highly enriched for Mediator (Med1) occupancy, with Mediator being essential for their organization (Lovén et al., 2013; Whyte et al., 2013). Enrichment for Mediator occupancy at *Nanog* enhancers that form complex interactions with multiple sites in the genome is similarly associated with pluripotency (Apostolou et al., 2013). It is therefore tempting to speculate that Mediator is intimately involved with establishing the epigenetic landscape essential for pluripotency and stem cell maintenance. In this context, super-enhancer-regulated genes, which contain high levels of Mediator, may be especially sensitive to Mediator levels and/or complex organization.

## Experimental Procedures

### Mutant and Transgenic Zebrafish Lines

Zebrafish were housed and handled as per Canadian Council on Animal Care and Hospital for Sick Children Laboratory Animal Services guidelines. The *s231* allele of *med14* (Jin et al., 2007), *hsp70:EGFP* (Halloran et al., 2000), and *Ola.Actb:Hsa.HRAS-EGFP*^*vu119*^ (Cooper et al., 2005) lines have been previously described. *m628* and *m67*3 were acquired from the Zebrafish International Resource Center (ZIRC). We generated *hsp70:med14*, *cryaa:EGFP*^*hsc10*^, and *myl7:med14, cryaa:EGFP* transgenics using standard Tol2 transgenesis (Kawakami, 2005). Full-length zebrafish *med14* coding sequence was subcloned downstream of a *hsp70* (Halloran et al., 2000) or *myl7*/*cmlc2* (Huang et al., 2003) promoter between minimal Tol2 transposon arms (Urasaki et al., 2006) in a pBluescript backbone vector carrying a *cryaa*:*EGFP* cassette (Kurita et al., 2003). Heat shock was performed for 30 min in 37°C media. *Tg(myl7:nlsDsRedExpress*^*hsc4*^*)* embryos were used to quantify cardiomyocyte number as previously described (Takeuchi et al., 2011).

### Positional Cloning of *log*

Mutant embryos collected from incrosses of heterozygous breeding pairs from a *log*^*s231*^/WIK mapcross were screened for recombination at two flanking markers (Z45039 and Z9112). Additional simple sequence length polymorphism (SSLP) markers were designed based on genomic dinucleotide repeats. Recombinant mutant embryos were screened with these markers to further narrow the genomic region. Coding sequence of candidate genes within the region were cloned by RT-PCR and sequenced to uncover mutations in *s231*, *m628*, and *m673* alleles.

### Morpholino and mRNA Microinjections, Transplantation

For rescue/overexpression analysis, full-length WT or mutant (*s231*, *m628*, *m673*) *med14* coding sequence was subcloned into pCS2+ vector for in vitro transcription using the mMESSAGE mMACHINE kit (Applied Biosystems) and injected at 300 pg per embryo. A *med14* morpholino targeting the ATG translational start site (5′-CCGAACCGATCTGAACTGGAGCCAT-3′) was purchased from Gene Tools, with 6 ng injected per embryo. For transplantation experiments, donor embryos from a *log*^*m628*^+/−*; Ola.Actb:Hsa.HRAS-EGFP*^*vu119*^ +/− cross were used, with cells transplanted into multiple regions of WT host embryos at 4 hpf. Donor embryos were kept paired with corresponding host embryos to identify *log* mutant donors that were EGFP+’ve.

### RNA ISH

RNA ISH using DIG-labeled antisense RNA probes was performed as previously described (Pearson et al., 2009; Thisse and Thisse, 2008). Fluorescent ISH (FISH) in planarians using the alkaline phosphatase (AP) substrate Fast Blue was performed as previously described (Cowles et al., 2013). Probe fragments used are described in Supplemental Information.

### Microarray Analysis of Gene Expression

Two-color microarray experiments were performed by the UHN Microarray Facility using the Zebrafish (v.3) 44 k Gene Expression Microarray Platform (Agilent). cDNA was generated from total RNA isolated from pools of 20 WT or *m628* mutant embryos at 54 hpf, with two biological replicates used. Microarray results were analyzed using Genespring v.11.0.1 (Agilent), with data normalized using Agilent’s Spatial Detrending and Lowess normalization. 

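Read as a minimum at the 20th percentile on both arrays in the mutant channel or on both arrays in the WT channel, this filter kept 34482 of the probes (79.1%), from 21398 genes. A further 391 probes had no value on both arrays after outlier spots were left out. With the minimum asked of all 4 channels, 31770 probes were kept. Of the probes kept by the main reading, 24326 were well above background in both channels on both arrays and 4485 in neither.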

After normalization and averaging, data were filtered such that only probes that were between the 20th and 100th percentile of the distribution of intensities in both samples for either group were kept. Statistical significance for differential expression between sample groups was set at p < 0.05.

### Quantitative Real-Time PCR and RNA Quantification

Reverse transcription reactions were conducted on total RNA extracted from 10 embryos using a SuperScript III Reverse Transcriptase Kit (Invitrogen). Quantitative real-time PCR was performed in triplicate using an Applied Biosystems Real-time PCR system (Life Technologies) with Platinum SYBR Green PCR Master Mix (Invitrogen). For relative quantification of *med14* (SE: CAGAGACTGTGTTCGCATCA, AS: TCAGACAGAACTGCACATTCC), the comparative C_T_ method was used (Schmittgen and Livak, 2008). Primer pairs for ubiquitously expressed *β-actin* were used as a reference (Tang et al., 2007). Methods for analysis of mean normalized expression (Bower et al., 2007) are described in the Supplemental Information. For mRNA quantification, total RNA was extracted from 3.25 dpf WT and *log* mutant embryos using Trizol. Poly A mRNA was then isolated from 0.1 mg of total RNA using a QIAGEN Oligotex mRNA mini kit (QIAGEN), followed by quantification using a Nano-Drop spectrophotometer (Thermo Scientific).

### Apoptosis, Proliferation, and Cell Cycle Assays

Apoptotic cells were detected in zebrafish embryos using an In Situ Cell Death Detection Kit-AP (Roche). For cell proliferation experiments, embryos were incubated on ice for 10 min in 10-mM bromodeoxyuridine (BrdU) (Sigma) in 15% DMSO. Mouse anti-BrdU (BD Biosciences) primary and Alexa Fluor 568 anti-mouse secondary (Invitrogen) antibodies were used. Whole-mount terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining was carried out in planarians as previously described (Pellettieri et al., 2010).

### Flow Cytometry Analysis

Single-cell suspensions were fixed in ethanol and stained with propidium iodide (0.1 mg/ml in Hank’s balanced salt solution [HBSS] with 0.6% NP40 and 2mg/ml RNase A) for 30 min at room temperature. A FACSLSRII flow cytometer (BD Biosciences) was used, with data analyzed using FlowJo software (Tree Star). Three samples were run for both conditions (wild-type and mutant) at each time point (54 and 78 hpf).

### Immunohistochemistry

A 1:100 dilution of rhodamine phalloidin (Life Technologies) was used in zebrafish. Immunostaining with anti-phosphohistone H3 (H3ser10p, 1:500 dilution; Millipore) with a 1:200 dilution of a goat anti-rabbit IgG HRP secondary antibody (Jackson ImmunoResearch) to label mitotic cells in planarians and monoclonal mouse anti-PIWI (1:1000, gift from Jochen Rink) with a 1:300 dilution of a goat anti-mouse HRP secondary antibody (Jackson ImmunoResearch) to label stem cells was performed as previously reported (Newmark and Sánchez Alvarado, 2000). For detection of the presence of hemoglobin, PFA-fixed zebrafish embryos were stained in the dark for 10 min in PBS containing o-Dianisidine dihydrochloride (0.6 mg/ml; Sigma), sodium acetate (0.01 M, pH 4.5), H_2_O_2_ (0.65%), and ethanol (40%).

### Planarian RNAi and Homeostasis/Regeneration Assays

The asexual clonal line CIW4 of *S. mediterranea* was maintained as previously described (Sanchez Alvarado and Newmark, 1998). For production of dsRNA for RNAi experiments, a pRT4P vector containing either full-length (*med14*) or partial (remaining Mediator subunits) cDNA was expressed in a HT115 bacterial strain as previously reported (Sánchez Alvarado and Newmark, 1999). RNAi food was made by mixing a pellet of dsRNA-expressing bacteria from 30 ml of culture (OD600 of 0.8) with 300 μl of 70% liver paste. For both homeostasis and regeneration assays, RNAi food was fed to worms every 3 days for three feedings. Animals were amputated into three equal pieces 3 days after the last feeding (3fd3). For zebrafish regeneration assays, fin primordia of anesthetized embryos were cut immediately posterior to the notochord at 48 hpf using a number 17 (square ended) scalpel blade as previously described (Kawakami et al., 2004).

## Author Contributions

J.T.A.B., B.J.P., and I.C.S. conceived and designed the experiments. J.T.A.B. performed the experiments. J.T.A.B., B.J.P., and I.C.S. wrote the paper.

## Figures and Tables

**Figure 1:**
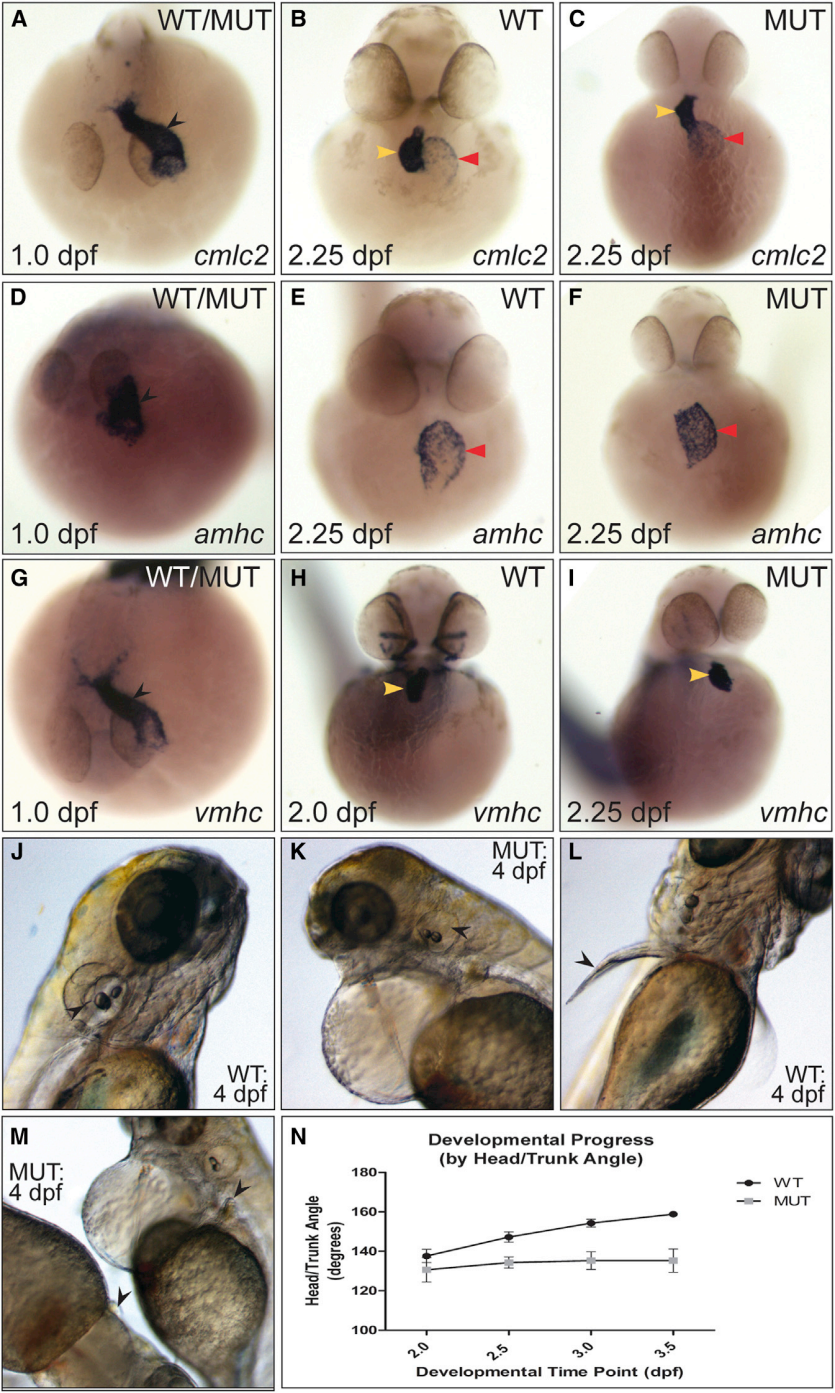
Characterization of the *log* Mutant Phenotype (A–I) Expression of cardiac markers in (WT) and *log* mutant (MUT) embryos. While at 1.0 dpf the linear heart tube (black arrowhead) was apparent in all embryos (“WT/MUT”), at 2.25 dpf *log* mutant hearts were unlooped, with the ventricle directly above the atrium (yellow and red arrowheads, respectively). (J–M) At 4.0 dpf, semicircular canals in the otic vesicles (black arrow heads in J and K) and elongation of the pectoral fins (black arrowheads in L and M) were absent in mutant embryos. (N) Change in head/trunk angle over time in WT and mutant embryos (10 WT and 20 mutants measured per time point). See also Figure S1.

**Figure 2:**
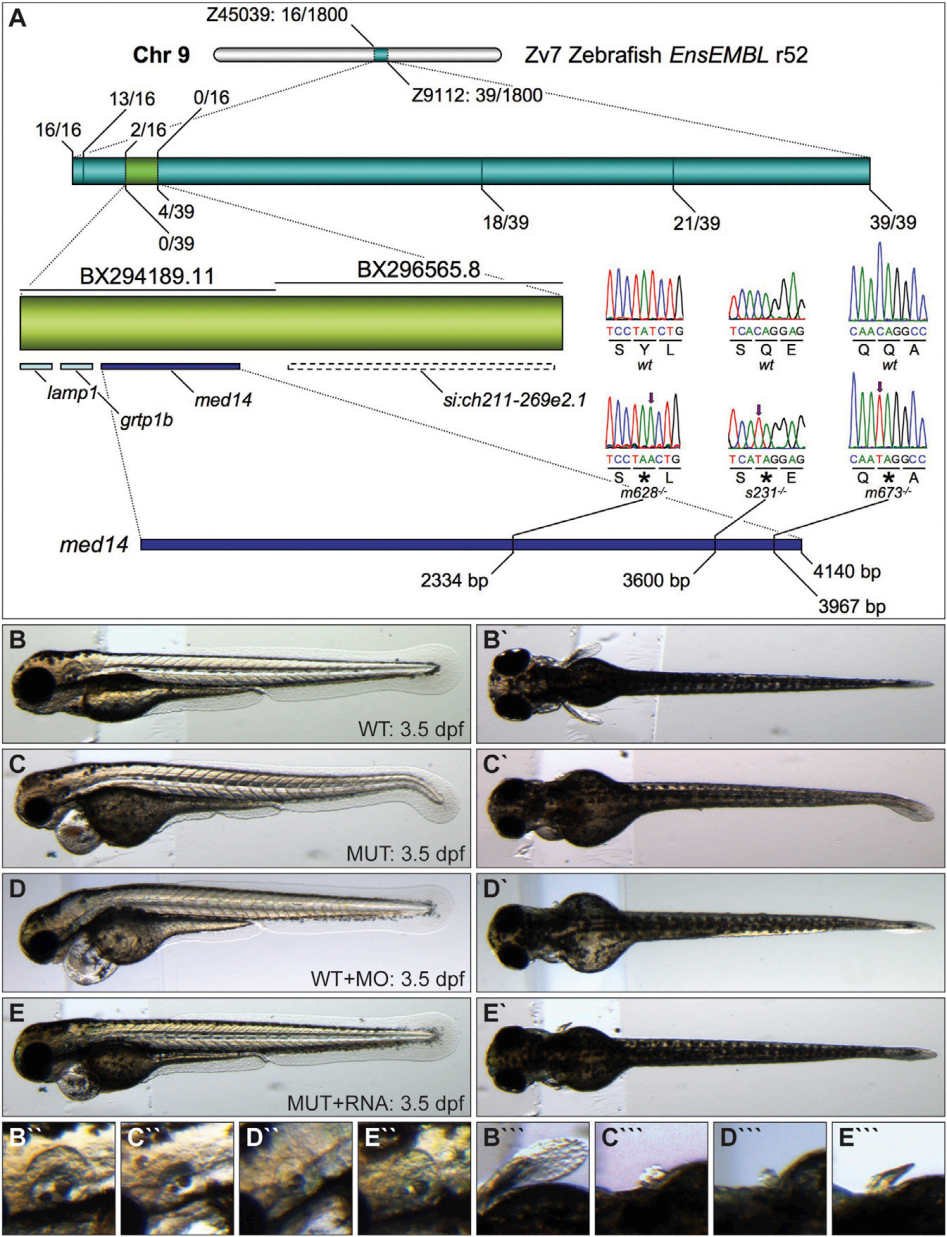
*Logelei* Results from a Mutation in *med14* (A) Recombination frequency mapping results. Screening of 1,800 map-cross mutant embryos with markers Z45039 and Z9112 revealed 16 and 39 flanking recombinant embryos, respectively. The zero-recombinant region (light green, contained in two bacterial artificial chromosomes [BACs]) was refined with additional markers. Sequencing of *med14* revealed a base pair substitution (arrow) leading to a premature stop codon (^∗^) in each of the three *log* alleles. (B–E′′′) Lateral and dorsal views of the otic vesicle and pectoral fin of 3.5 dpf WT (B–B′′′), *log* mutant (C–C′′′), *med14* morpholino-injected (D–D′′′), and *log* mutant injected with *med14* RNA (E–E′′′) embryos.

**Figure 3:**
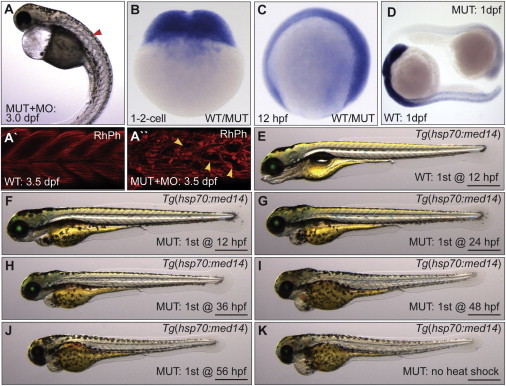
Expression and Timing Requirement of *med14* for Development (A) Worsening of the *log* mutant phenotype by injection of morpholino (MO) targeting *med14* (red arrowhead denotes somite defect). (A′ and A′′) Somite structure of 3.5 dpf rhodamine phalloidin (RhPh) stained WT and MO-injected mutant embryos. Defects in muscle fiber patterns of mutant embryos injected with MO are shown (yellow arrowheads). (B–D) RNA ISH analysis shows that *med14* is broadly expressed at the one- and two-cell stage and at 12 hpf (“WT/MUT” denotes unknown genotype). At 24 hpf, broad *med14* expression is undetectable in zygotic *med14* mutants. (E–K) Temporal rescue of the *log* mutant phenotype using *Tg(hsp70:med14, α-crystallin:EGFP)*, with initial heat shock performed at the specified time, and then every 12 hr following until 5 dpf. Scale bars, 0.5 mm.

**Figure 4:**
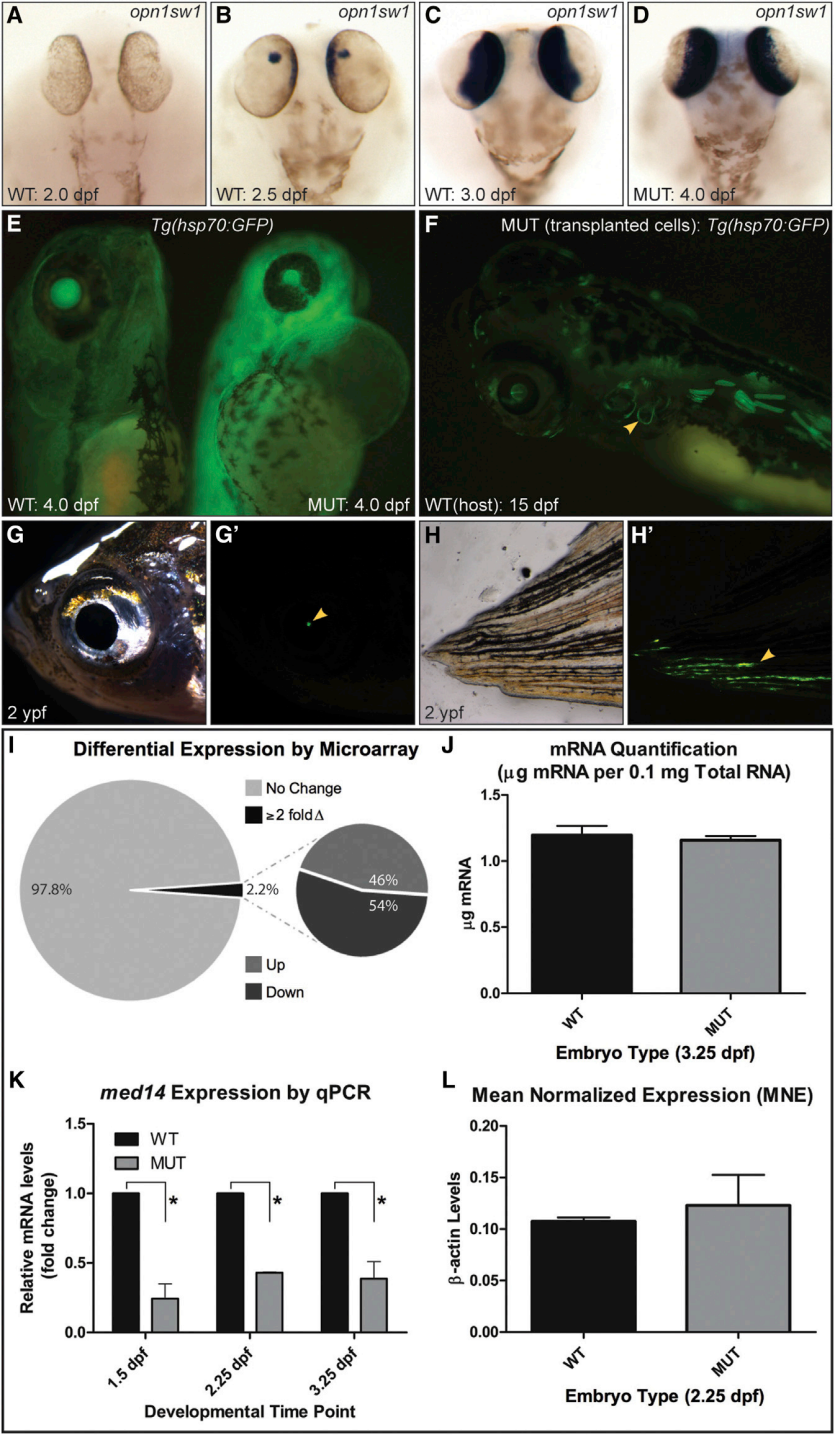
Transcription Is Not Largely Affected in *log* (*med14*) Mutants (A–D) Expression of *opn1sw1*, initiated by 2.5 dpf in WT embryos, reaches WT levels in *log* mutant embryos by 4.0 dpf. (E) *T*g(*hsp70:EGFP) log* mutant embryos heat shocked at 3.5 dpf show robust GFP signal. (F–H′) *log* mutant cells transplanted into WT hosts (traced using a *β-actin:EGFP* transgene) are evident in 15 dpf hosts (including in the semicircular canals, yellow arrowhead in F) and survive until 2 ypf (years post-fertilization, yellow arrowheads). (I) Summary of results of microarray analysis on cDNA from 2.25 dpf WT versus *log* mutant embryos. (J) Quantification of mRNA per 0.1mg total RNA at 3.25 dpf from WT and *log* mutant embryos. (K) Normalized qPCR values for *med14* expression in mutant relative to WT control embryos (^∗^p < 0.05 using the one-tailed unpaired Student’s t test). (L) Mean normalized expression (MNE) of *β-actin* in WT and MUT embryos at 2.25 dpf calculated using a universal reference approach. No significant difference (p = 0.63) was observed between WT (0.107 ± 0.00380) and *log* MUT (0.123 ± 0.0297) samples (n = 3) by one-tailed unpaired Student’s t test. For (J)–(L), three biological replicates of 450 (J) or 10 (K and L) embryos were used.

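Among the probes at least 2-fold different in the mean of the arrays, 1532 were higher and 1997 were lower in mutants, so that 43.4% were higher. With a limma p under 0.05 these were 1351 and 1800, or 42.9% higher. The split differed between the arrays taken alone, with 41.0% higher among the 5257 probes past 2-fold on replicate 1 and 55.2% among the 6323 on replicate 2. Of the probes past 2-fold in the mean, 1191 were well above background in both channels on both arrays, 509 of them higher and 682 lower. Where only the WT channel was well above background on both arrays, 10 were higher and 1046 lower, and where only the mutant channel was, 343 were higher and 0 lower, a split tied to how these groups are defined. In the remaining 939, 670 were higher and 269 lower. With normexp correction and loess the share higher was 23.0%, and with median centring it was 18.7%. It was 48.6% with the authors' processed table and 48.4% with outlier spots kept. The 5 probes taken by size of increase were those of *wipf1a*, *ftr56*, *zgc:173770*, *zmynd12* and *tlr4ba*. None of these probes was well above background in WT on either array, so their order has no meaning. The bounds put the increases of these probes at no less than 3.74-fold, 5.16-fold, 4.32-fold, 9.27-fold and 4.59-fold. These bounds apply to the single probes under the main processing and not to the genes. Averaged over its probes, *zmynd12* (2 probes) had a log2 ratio of 2.28 and *ftr56* (3 probes) one of 2.19, both below their bounds. With normexp correction and loess the log2 ratios of *wipf1a*, *ftr56*, *zmynd12* and *tlr4ba* were 0.29, 0.33, 0.51 and 0.34, that of *wipf1a* was no longer past the p threshold and *zgc:173770* was not kept by the filter. Over all probes called higher but not well above background in WT on at least one array, 51.9% of the other probes of the same genes lay above 0, against 50.7% of all probes of genes with more than 1 probe. Of the 5 probes taken by size of decrease, *col10a1a* had a log2 ratio of -6.91 ± 0.80 (SD, n = 2; adjusted p = 0.113 from limma), with its mutant channel above background on 1 array, and *si:dkey-57a22.15* had -4.92 on replicate 1 and -6.61 on replicate 2. The others were probes of *epd*, lower by at least 11.1-fold, of *crybb2*, by at least 9.33-fold, and of *enam*, by at least 21.7-fold. To ask whether transcript levels were reduced as a whole, the paper went on to measure poly(A) mRNA in equal amounts of total RNA, and used spike-ins and genomic PCR to set expression against cell number, and it states that global changes in Pol II gene expression were not evident.

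**Figure D3:**
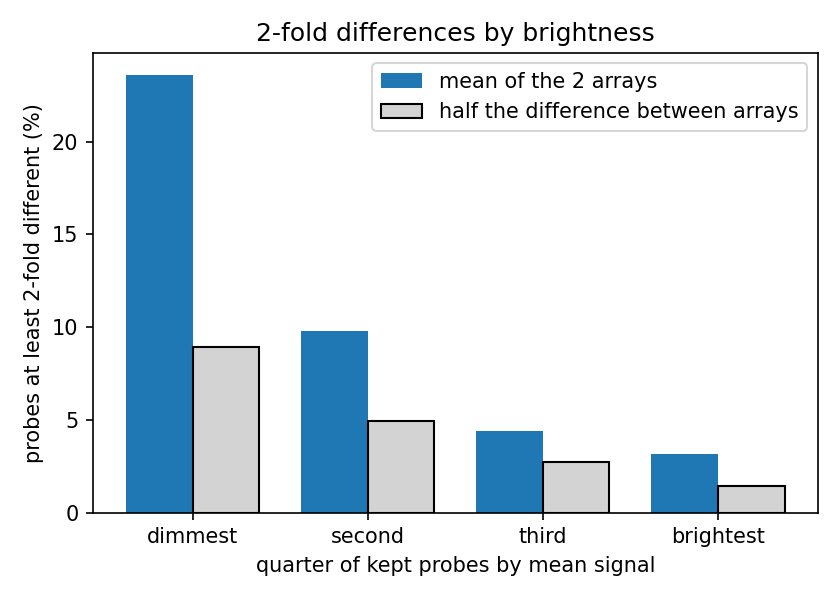
Percent of kept probes at least 2-fold different, in 4 equal groups by mean signal, for the mean of both arrays (blue) and for the difference between the arrays divided by 2 (grey). The dimmest group has 23.6% against 8.94%, and the brightest 3.16% against 1.42%.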

**Figure 5:**
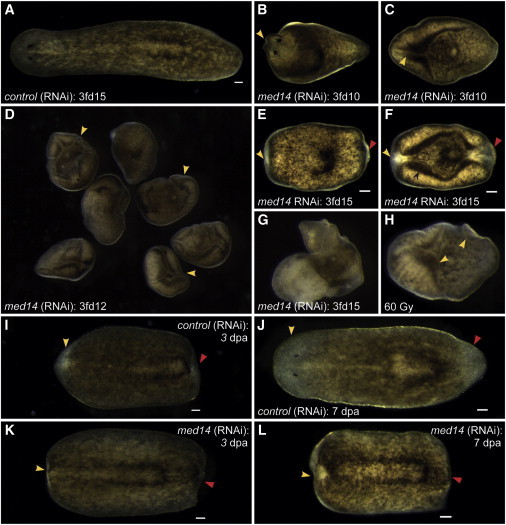
*Smed-med14* Is Required for Tissue Homeostasis and Regeneration in Planarians (A–F) *med14(RNAi)* animals show defects in homeostasis, with head regression (yellow arrowheads) and ventral curling apparent in 100% of cases by 3fd10. (G and H) By 3fd12–15, head and tail regression (yellow and red arrowheads) and the beginnings of lysis are apparent in 100% of *med14(RNAi)* animals, similar to what is observed following irradiation-mediated depletion of the stem cell pool. (I–L) In trunk fragments that are regenerating a head (yellow arrowhead) and a tail (red arrowhead), no regeneration is observed by 7 dpa in *med14(RNAi)* animals. Scale bars, 100 μm.

**Figure 6:**
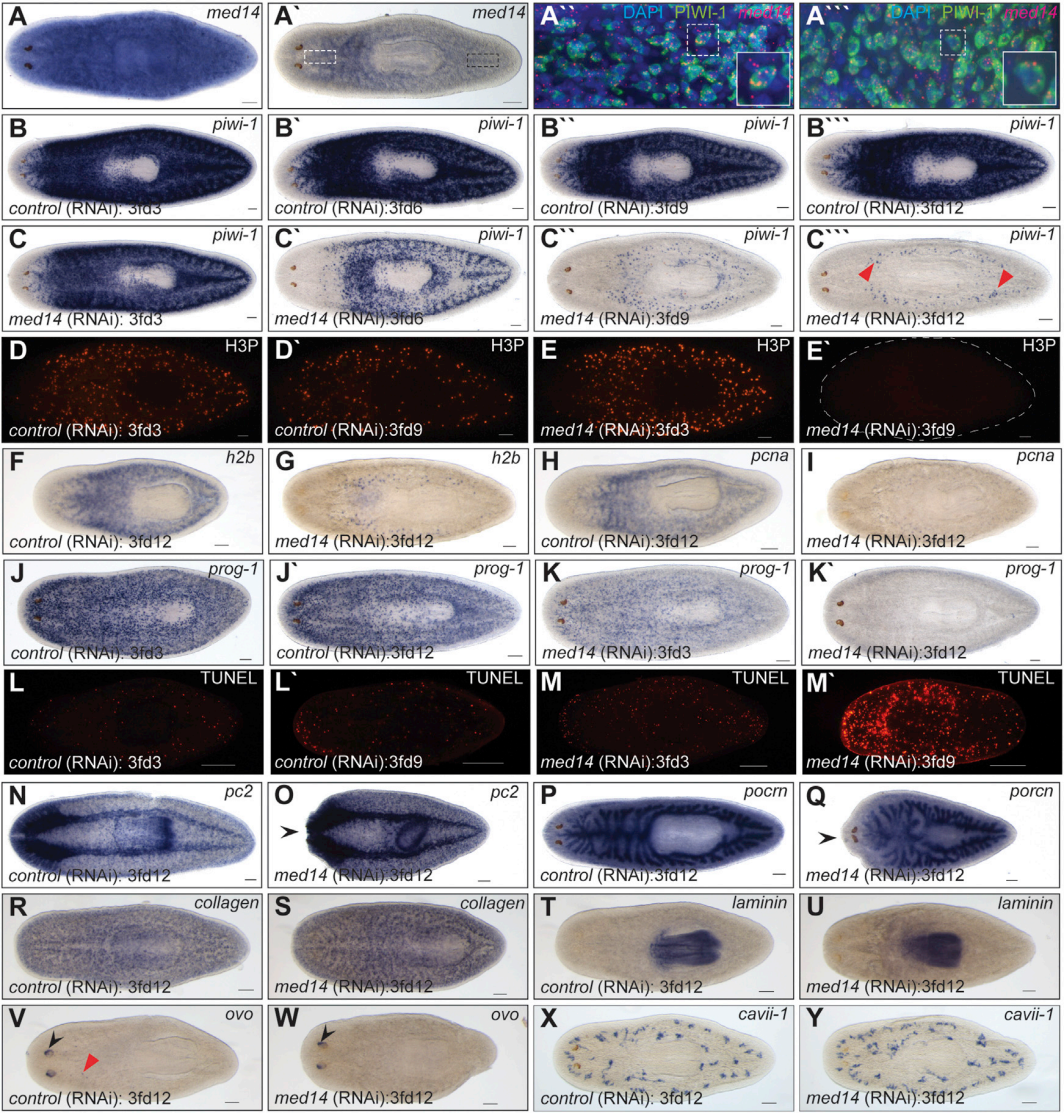
*Smed-med14* Is Necessary for the Maintenance of Adult Stem Cells (A) ISH for *med14* in wild-type intact animals showing ubiquitous staining. (A′) A stem cell like expression pattern is evident with reduced staining. (A′′ and A′′′) Confocal image at 25× magnification of *med14* fluorescent RNA ISH (red) and PIWI antibody staining (green) in the planarian head (white dashed box in A′) and tail (black dashed box in A′) respectively. The boxed area in each is enlarged for clarification. *med14* is expression in, but not limited to, the stem cell population. (B–C′′′) ISH analysis using a stem cell specific riboprobe (*piwi-1*) during a time course of *med14(RNAi)*. By 3fd12, the stem cell population is largely absent in *med14(RNAi)* animals. The remaining *piwi-1+* cells at 3fd12 (C′′′) may represent primordial germ cells (red arrowheads in M). (D–E′) Loss of proliferative phosphorylated histone H3 (H3P) +’ve cells in *med14(RNAi)* animals by 3fd9 (E′). (F–I) Expression of S-phase markers *h2b* and *pcna* in WT and *med14* RNAi animals at 3fd12. (J–K′) By 3fd3, the progenitor cell population in *med14(RNAi)* animals (marked by *prog-1* expression) is reduced compared with controls and completely absent by 3fd12. (L–M′) Increased cell death by 3fd9 as observed by whole-mount TUNEL analysis in *med14(RNAi)* animals. (N–Y) Normal expression of markers of differentiated cell types in *med14(RNAi)* animals as evident for the nervous system (*pc2*), gut (*porcn*), muscle (*collagen*), pharynx (*laminin*), eyes (*ovo*), and protonephridia (*cavii-1*). Head regression is evident in some treated worms (black arrow heads in O and Q). Eye progenitors (red arrow head in V) are not observed in *med14(RNAi)* animals despite *ovo* expression in the eye spots (black arrow heads in V and W). Scale bars, 100 μm. See also Figure S2.

**Figure 7:**
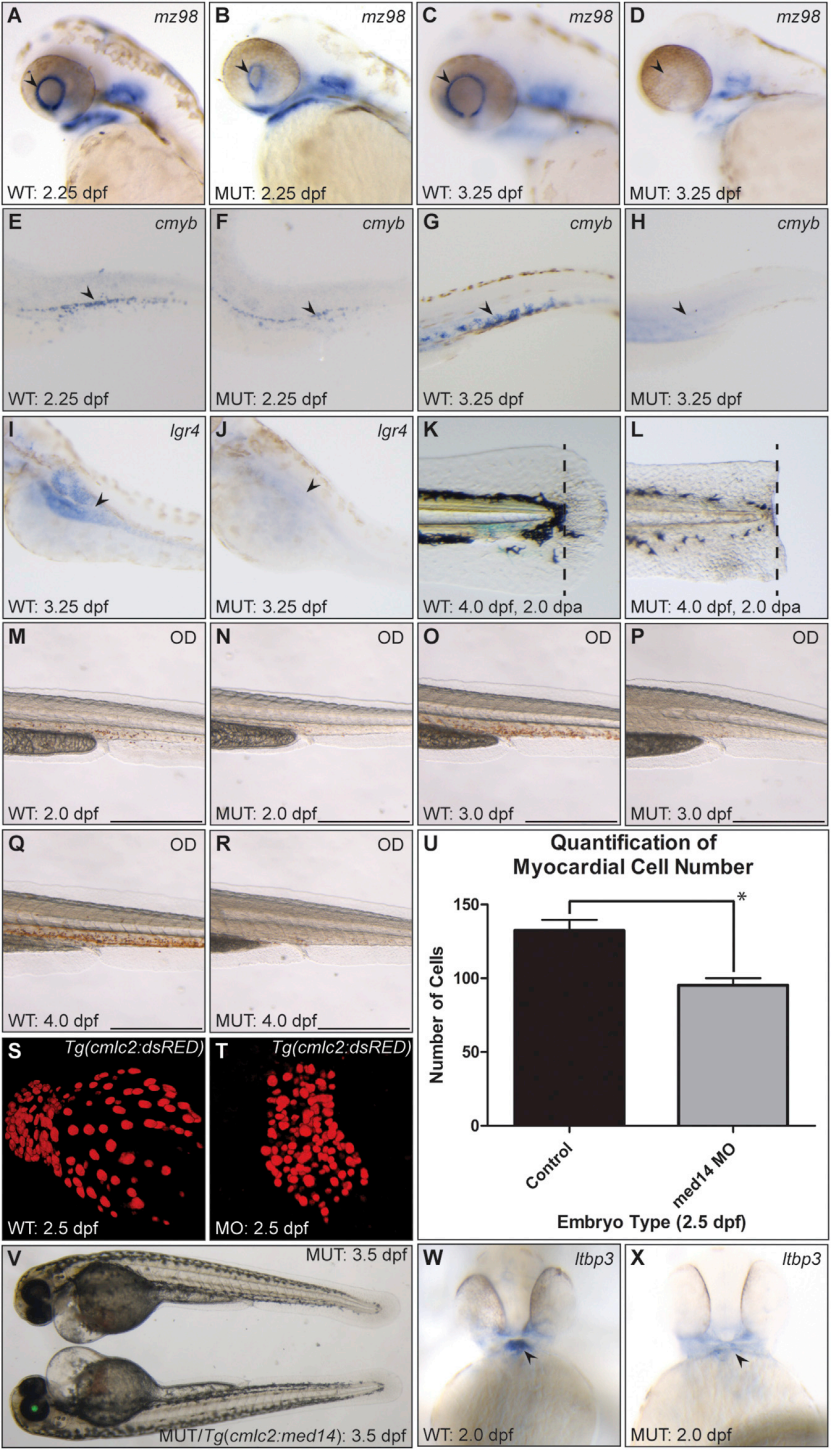
A Conserved Requirement for *med14* in the Maintenance of Stem Cell Populations (A–D) Expression of retinal stem cell marker *mz98* (arrowhead) is present, but reduced in *log* mutants at 2.25 dpf, and absent at 3.25 dpf. (E–H) Expression of the hematopoietic stem cell marker *cmyb* is initiated in 2.25 dpf *log* mutant embryos (arrowhead), but largely absent by 3.25 dpf. (I and J) Expression of the putative gut stem cell marker *lgr4* is not observed in 3.25 dpf *log* mutant embryos (arrowhead, note expression in WT). (K and L) Robust tail fin regeneration in WT as compared with *log* mutant embryos at 4 dpf following amputation (at area of dotted line) at 2 dpf. (M–R) o-Dianisidane staining of red blood cells in trunks of WT and *log* mutant embryos. Scale bars, 0.5 mm. (S and T) Confocal projections of 2.5 dpf *Tg(cmcl2:nlsDsRedExpress)* WT and *log* morphant hearts. (U) Quantification of myocardial cell number in WT and morphant hearts shows a significant decrease in morphants (p = 0.0017, n = 6 for both conditions). (V) Cardiac edema and heart defects remain in 3.5 dpf *Tg (cmlc2:med14, α-crystallin:EGFP) log* mutant embryos. (W and X) Expression of the second heart field marker *ltbp3* in the arterial pole of the heart (arrowhead) is reduced in *log* mutants at 48 hpf.

# Supplementary material for: An In Vivo Requirement for the Mediator Subunit Med14 in the Maintenance of Stem Cell Populations
**Source:** Stem Cell Reports. 2015 Mar 12;4(4):670–84. doi: 10.1016/j.stemcr.2015.02.006
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1 and S2

**Stem Cell Reports**

**Supplemental Information**

**An In Vivo Requirement for the Mediator Subunit  
Med14 in the Maintenance of Stem Cell Populations**

**Jeffrey T.A. Burrows, Bret J. Pearson, and Ian C. Scott**

Supplemental Figure 1

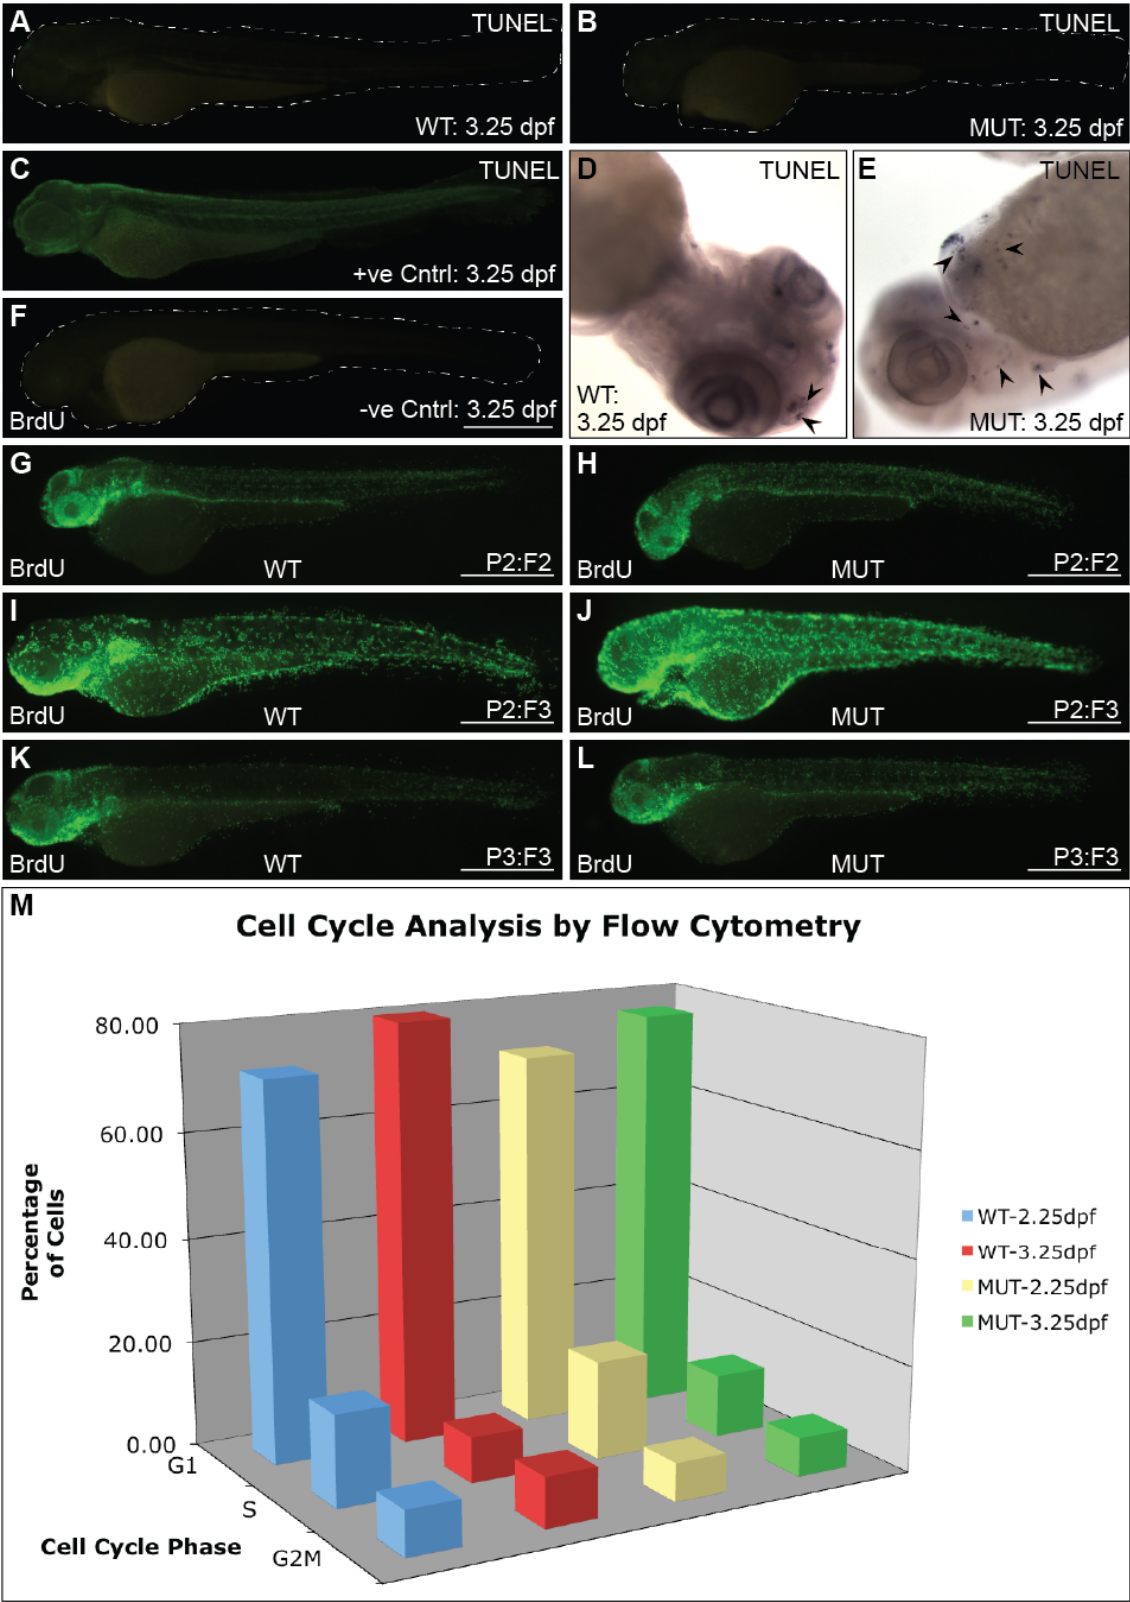

**Supplemental Figure 1 (related to Figure 1): Cell Death, Cell Proliferation and Cell Cycle Parameters are Largely Normal in *log* Mutants.**

(A-E) TUNEL assay for cell death in 3.25dpf embryos (embryos outlined in A and B). No TUNEL-positive cells were observed in wildtype or mutant embryos. Robust labeling of cell nuclei was evident in the positive control (DNase treated 3.25 wildtype embryos, C). (D-E) AP (Alkaline Phosphatase) amplification of signal revealed some TUNEL-positive cells in 3.25dpf wildtype and mutant embryos (black arrowheads). (F-L) Embryos were pulsed with BrdU for 10 minutes at 2dpf and fixed either immediately (P2F2) or after a 24-hour chase period (P2F3). A BrdU pulse and subsequent fix at 3dpf was also carried out (P3F3). (M) Results of cell cycle analysis by flow cytometry for DNA content on dissociated wildtype and mutant embryos. Percentage values are as follows (mean +/- std error for G1, S, G2M respectively): 2.25dpf WT (blue bars) (71.95 +/- 2.77, 17.28 +/- 2.74, 8.4 +/- 0.75), 3.25dpf WT (red bars) (79.98 +/- 2.05, 8.59 +/- 0.97, 9.42 +/- 0.36), 2.25dpf MUT (yellow bars) (71.28 +/- 0.78, 18.58 +/- 0.56, 7.20 +/- 0.30), 3.25 MUT (green bars) (77.05 +/- 1.54, 11.84 +/- 1.40, 7.31 +/- 0.30). Note that no significant difference is observed between comparisons between matched cell cycle phases for wildtype and mutant at 2.25dpf ( $p=0.82$ ,  $0.66$ ,  $0.17$  for WT G1 vs. MUT G1, WT S vs. MUT S and WT G2M vs. MUT G2M respectively) and that changes in percentage of cells in each stage of the cell cycle follow the same trend in wildtype and mutant embryos when going from 2.25 to 3.25dpf ( $n = 3$  biological replicates, 50 embryos per sample). Scale bars in (F-L) represent 0.5 mm.

Supplemental Figure 2

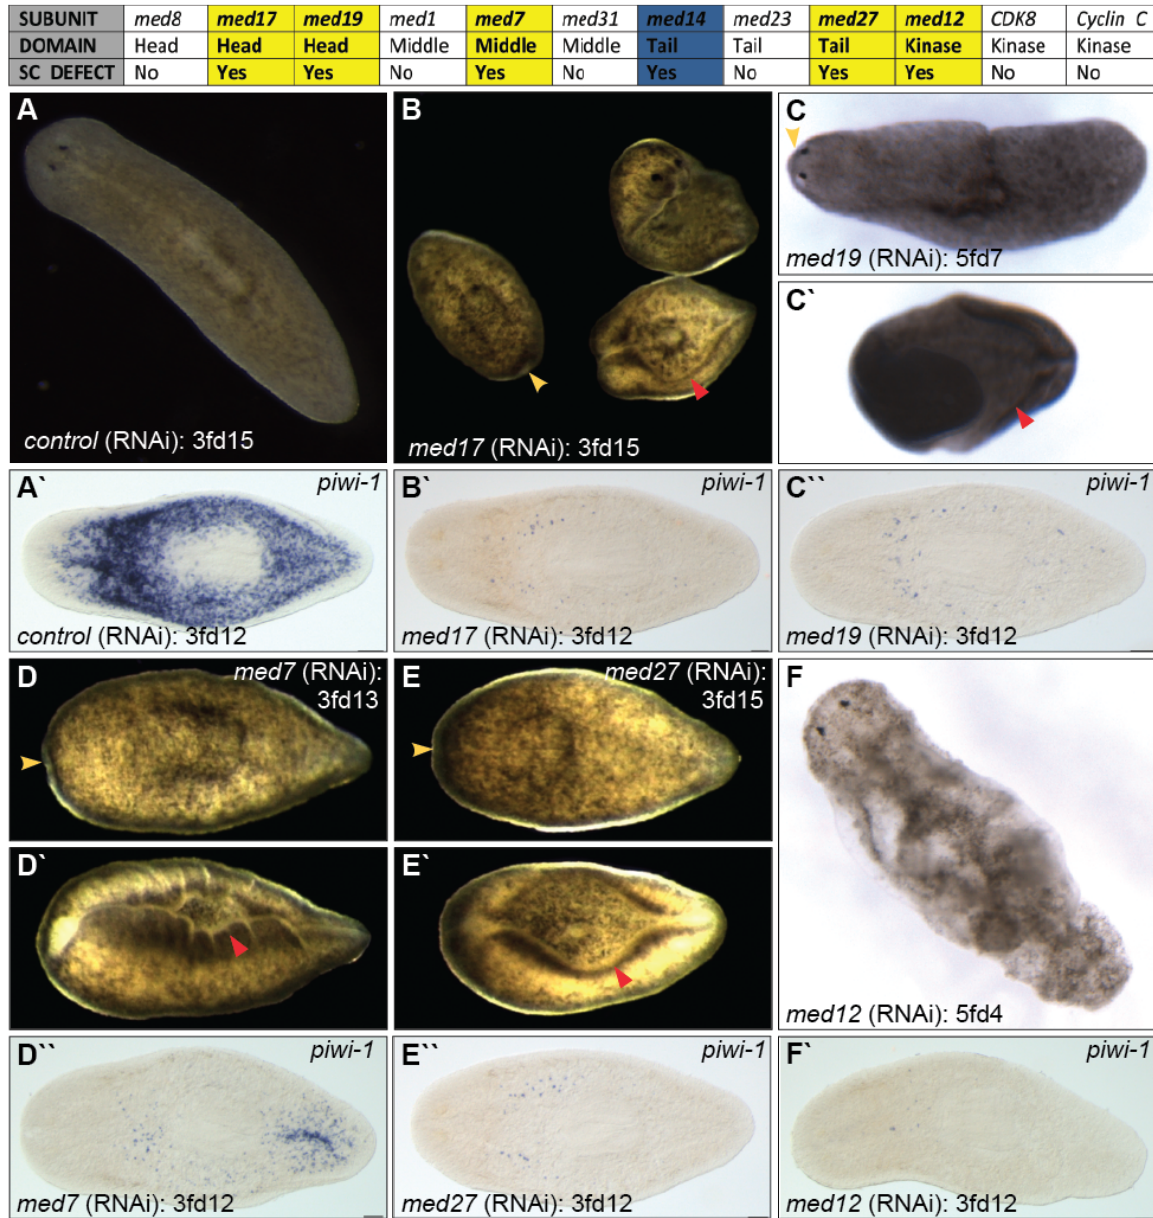

Supplemental Figure 2 (related to Figure 6): Multiple Mediator Components in Planarians are Required for Stem Cell Maintenance.

Table - A stem cell (SC) defect was observed for highlighted subunits. (A-F'') Results of a screen aimed to determine whether the requirement for stem cell maintenance is

specific to *med14* or a general feature of Mediator Complex. (A, A') Representative live and *piwi-1* ISH image of a control RNAi animal, respectively. (B, B') Representative *med17* (RNAi) planarian at displaying a stem cell defect phenotype. Note head regression (yellow arrowhead) and ventral curling (red arrowhead, B) as well as loss of *piwi-1* expression (B'). Dorsal and ventral views (C, C') respectively of an early stem cell defect phenotype observed in representative *med19* (RNAi) animal. (C'') ISH for *piwi-1* confirms loss of the stem cell population in *med19* (RNAi) planaria. (D, D') Dorsal and ventral views respectively of a representative *med7* (RNAi) animal displaying a stem cell defect phenotype. (D'') A varying degree of *piwi-1* expression loss was observed by ISH in *med7* (RNAi) planaria ranging from sporadic patches to complete absence. (E, E') Dorsal and ventral views, respectively, of a representative *med27* (RNAi) animal. (E'') ISH for *piwi-1* confirms loss of the stem cell population following *med27* RNAi. (F) Live dorsal view of a representative *med12* (RNAi) planarian displaying a lysis phenotype. (F') *piwi-1* ISH image confirms loss of the stem cell population in a representative *med12* (RNAi) animal.

## SUPPLEMENTAL EXPERIMENTAL PROCEDURES

### Probes for RNA *in situ* Hybridization

Templates for zebrafish *med14* (ZDB-GENE-030131-8867), *opn1sw1* (ZDB-GENE-991109-25), *mz98* (*coll15a1b*, ZDB-GENE-070912-689), *cmyb* (ZDB-GENE-991110-14), *lgr4* (ENSDARG00000060542) and *ltbp3* (ZDB-GENE-060526-130) riboprobes were generated by RT-PCR from 72hpf cDNA template using gene-specific primers and subcloned into pGEM-T Easy vector (Promega). Previously described riboprobe templates for *myl7* (*cmlc2*, ZDB-GENE-991019-3), *vmhc* (ZDB-GENE-991123-5) and *myh6* (*amhc*, ZDB-GENE-031112-1) were used (Yelon et al., 1999). Probes were made via *in vitro* transcription from linearized DNA templates using a DIG RNA Labeling Kit (Roche). The planarian *med14* homolog was found using BLAST against the assembled *S. mediterranea* genome (Robb et al., 2008). It was then cloned by RT-PCR from cDNA using gene-specific primers into pRT4P vector. The remaining planarian Mediator subunits (*med8*, *med17*, *med19*, *med1*, *med7*, *med31*, *med23*, *med27*, *med12*, *Cyclin C* and *CDK8*) were cloned in same manner. Riboprobe was generated by PCR amplification and reverse transcription using a DIG labeling mix. Additional planarian riboprobes used have been previously characterized (*smedwi-1/piwi-1* (Reddien et al., 2005), *prog-1* (Eisenhoffer et al., 2008) *pc2* and *porcn* (Gurley et al., 2008), *laminin* (Cebria and Newmark, 2007), *collagen* (Witchley et al., 2013), *cavii-1* (Rink et al., 2011), *ovo* (Lapan and Reddien, 2012), *pcna* (Oriei et al., 2005) and *h2b* (Guo et al., 2006)).

### Mean Normalized Expression Analysis

Mean Normalized Expression (MNE =  $[E_{\text{GFP-RNA}}^{(\text{GFP-RNA } C_T)} / E_{\beta\text{-actin}}^{(\beta\text{-actin } C_T)}] / \text{GCN}$ ) for *β-actin* was calculated using a universal reference approach which employs 2 exogenous spikes as pseudo-housekeeping genes for normalization of the gene expression (Bower et al., 2007). Briefly, GFP-RNA (10ng) and DNA (1.0ng) spikes were added to homogenized embryos prior to simultaneous extraction of RNA and DNA using a Qiagen AllPrep DNA/RNA Mini Kit (Qiagen). RNA samples were treated with DNase as part of the extraction protocol (RNase-Free DNase Set, Qiagen). Genome Copy Number (GCN =  $E_{\text{GFP-DNA}}^{(\text{GFP-DNA } C_T)} / E_{\text{NC-DNA}}^{(\text{NC-DNA } C_T)}$ ) was calculated from qPCR measurement of genomic copies of a conserved non-coding region (NC-DNA, SE: TCTCCGGACTCCACAACCTT, AS: AACAGCTCGAGTGGATTGTG) (Shin et al., 2005) normalized to the GFP-DNA spike (SE: TGTTATGGTGTTCATGCTTCTC, AS: TGAATTCAGCACGTGTCTTGT). Following RT-PCR of the RNA fractions, the expression of *β-actin* (using the same primers as previous stated) and the GFP-RNA (using the same primers for the GFP-DNA spike) were measured by qPCR and then adjusted by GCN. In all cases amplification Efficiency (E) was assessed through a dilution series. The DNA spike was generated through PCR amplification of the GFP coding sequence contained in a pCS2+ plasmid (SE: GTCAGTGGAGAGGGTGAAGG, AS: AAAGGGCAGATTGTGTGGAC). The RNA spike was generated off the same plasmid by *in vitro* transcription as described for the *med14* overexpression/rescue analysis.

## SUPPLEMENTAL REFERENCES

- Bower, N.I., Moser, R.J., Hill, J.R., and Lehnert, S.A. (2007). Universal reference method for real-time PCR gene expression analysis of preimplantation embryos. *Biotechniques* 42, 199-206.
- Cebria, F., and Newmark, P.A. (2007). Morphogenesis defects are associated with abnormal nervous system regeneration following roboA RNAi in planarians. *Development* 134, 833-837.
- Eisenhoffer, G.T., Kang, H., and Sanchez Alvarado, A. (2008). Molecular analysis of stem cells and their descendants during cell turnover and regeneration in the planarian *Schmidtea mediterranea*. *Cell Stem Cell* 3, 327-339.
- Guo, T., Peters, A.H., and Newmark, P.A. (2006). A Bruno-like gene is required for stem cell maintenance in planarians. *Dev Cell* 11, 159-169.
- Gurley, K.A., Rink, J.C., and Sanchez Alvarado, A. (2008). Beta-catenin defines head versus tail identity during planarian regeneration and homeostasis. *Science* 319, 323-327.
- Lapan, S.W., and Reddien, P.W. (2012). Transcriptome analysis of the planarian eye identifies ovo as a specific regulator of eye regeneration. *Cell Rep* 2, 294-307.
- Orii, H., Sakurai, T., and Watanabe, K. (2005). Distribution of the stem cells (neoblasts) in the planarian *Dugesia japonica*. *Dev Genes Evol* 215, 143-157.
- Reddien, P.W., Oviedo, N.J., Jennings, J.R., Jenkin, J.C., and Sanchez Alvarado, A. (2005). SMEDWI-2 is a PIWI-like protein that regulates planarian stem cells. *Science* 310, 1327-1330.
- Rink, J.C., Vu, H.T., and Sanchez Alvarado, A. (2011). The maintenance and regeneration of the planarian excretory system are regulated by EGFR signaling. *Development* 138, 3769-3780.
- Robb, S.M., Ross, E., and Sanchez Alvarado, A. (2008). SmedGD: the *Schmidtea mediterranea* genome database. *Nucleic Acids Res* 36, D599-606.
- Shin, J.T., Priest, J.R., Ovcharenko, I., Ronco, A., Moore, R.K., Burns, C.G., and MacRae, C.A. (2005). Human-zebrafish non-coding conserved elements act in vivo to regulate transcription. *Nucleic Acids Res* 33, 5437-5445.
- Witchley, J.N., Mayer, M., Wagner, D.E., Owen, J.H., and Reddien, P.W. (2013). Muscle cells provide instructions for planarian regeneration. *Cell Rep* 4, 633-641.
- Yelon, D., Horne, S.A., and Stainier, D.Y. (1999). Restricted expression of cardiac myosin genes reveals regulated aspects of heart tube assembly in zebrafish. *Dev Biol* 214, 23-37.

# Supplementary material for: An In Vivo Requirement for the Mediator Subunit Med14 in the Maintenance of Stem Cell Populations
**Source:** Stem Cell Reports. 2015 Mar 12;4(4):670–84. doi: 10.1016/j.stemcr.2015.02.006
**Supplement:** Document S2. Article plus Supplemental Information

# An In Vivo Requirement for the Mediator Subunit Med14 in the Maintenance of Stem Cell Populations

Jeffrey T.A. Burrows,<sup>1,4</sup> Bret J. Pearson,<sup>1,2,4</sup> and Ian C. Scott<sup>1,3,4,\*</sup>

<http://dx.doi.org/10.1016/j.stemcr.2015.02.006>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

## SUMMARY

The Mediator complex has recently been shown to be a key player in the maintenance of embryonic and induced pluripotent stem cells. However, the in vivo consequences of loss of many Mediator subunits are unknown. We identified *med14* as the gene affected in the zebrafish *logelei* (*log*) mutant, which displayed a morphological arrest by 2 days of development. Surprisingly, microarray analysis showed that transcription was not broadly affected in *log* mutants. Indeed, *log* cells transplanted into a wild-type environment were able to survive into adulthood. In planarians, RNAi knockdown demonstrated a requirement for *med14* and many other Mediator components in adult stem cell maintenance and regeneration. Multiple stem/progenitor cell populations were observed to be reduced or absent in zebrafish *med14* mutant embryos. Taken together, our results show a critical, evolutionarily conserved, in vivo function for Med14 (and Mediator) in stem cell maintenance, distinct from a general role in transcription.

## INTRODUCTION

First identified in yeast (Kelleher et al., 1990; Thompson et al., 1993), the core Mediator complex consists of three distinct modules (Head, Middle, and Tail), with a fourth Kinase module present in some cases. Mediator physically links enhancer bound regulatory factors to RNA polymerase II (Pol II) through context-specific interactions with its Tail and Head subunits, respectively (Hengartner et al., 1995; Kim et al., 1994; Thompson et al., 1993). Work in yeast suggesting that Mediator is present at the promoters of nearly all protein coding genes and is required for both basal and activator-mediated transcription (Holstege et al., 1998; Thompson and Young, 1995) has led to the view that Mediator is part of the general transcription machinery; however, analysis of several Mediator mutants in plants and animals has not supported this model. Specific subunits have been shown to control only a subset of target genes that in turn affect specific developmental or organ-specific processes (reviewed in Hentges, 2011). The multitude of interactions documented for the 31 subunits of the Mediator complex delineate its vast functional versatility and has led to the more recent view of Mediator as an integrative hub of transcriptional regulation.

Development at a cellular level involves progression along a continuum from complete plasticity to terminal differentiation. For most cells, cell fate becomes “locked in” as development proceeds (Ho and Kimmel, 1993; Parmeswaran and Tam, 1995). Stem and progenitor cells are capable of halting their progression along this develop-

mental path and act as reserves for tissue homeostasis and regeneration. Much of what is known on how cells maintain their “stemness” has come from studying cultured embryonic stem cells (ESCs), which has revealed a complex network of transcription factors that act in concert to maintain pluripotency (Nichols et al., 1998; Takahashi and Yamanaka, 2006). Intriguingly, an RNAi screen for key regulators of pluripotency maintenance in mouse ESCs (Kagey et al., 2010) uncovered 12 subunits of Mediator, with the strongest effect resulting from knockdown of Med14. Med12 has additionally been shown to act together with Nanog to regulate a stem cell gene signature in mouse ESCs (Tutter et al., 2009). Whether the role of Mediator function in ESC maintenance extends generally to in vivo stem cell populations remains largely unknown.

In this study, we found that while zebrafish *med14* mutant embryos were largely arrested in development, there was a surprisingly limited effect on overall transcription. Transplantation experiments demonstrated that Med14 function is largely dispensable for cell survival into adulthood. Loss of *med14*, as well as several other Mediator components, in the planarian *Schmidtea mediterranea* resulted in severe stem cell and regeneration defects, with transcription in other tissues apparently unaffected. Examination of *med14* mutant zebrafish embryos also suggested a function in stem cell maintenance and regeneration. Taken together, our results show that Med14 has a conserved function in the maintenance of both embryonic and adult stem cell populations and suggest a broader in vivo role for Mediator in stem cell maintenance.

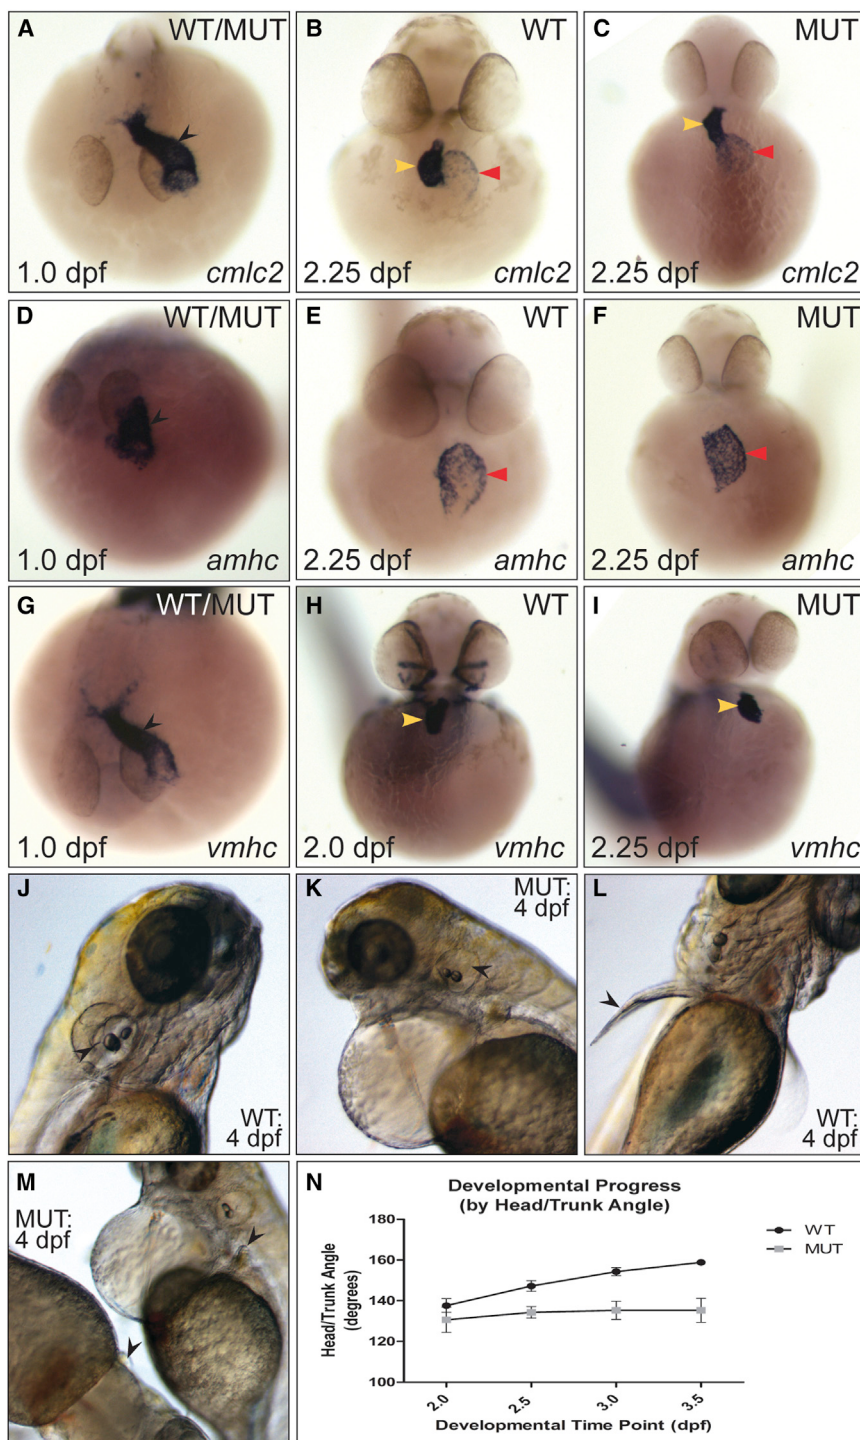

## RESULTS

### Zebrafish *logelei* Mutants Have a Pleiotropic Phenotype Suggestive of Developmental Arrest

A novel (s231) allele of the *logelei* (*log*) mutant was previously isolated in a screen for mutations affecting cardiovas-

cular development (Jin et al., 2007). At 1-day post-fertilization (dpf), *log* mutant hearts appeared completely normal (Figure 1A). Cardiac defects first became apparent in *log* mutants by 2 dpf, with a failure of heart looping (Figures 1B and 1C). By RNA in situ hybridization (ISH), expression of the chamber-specific markers *myh6/amhc* (atrium) and

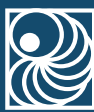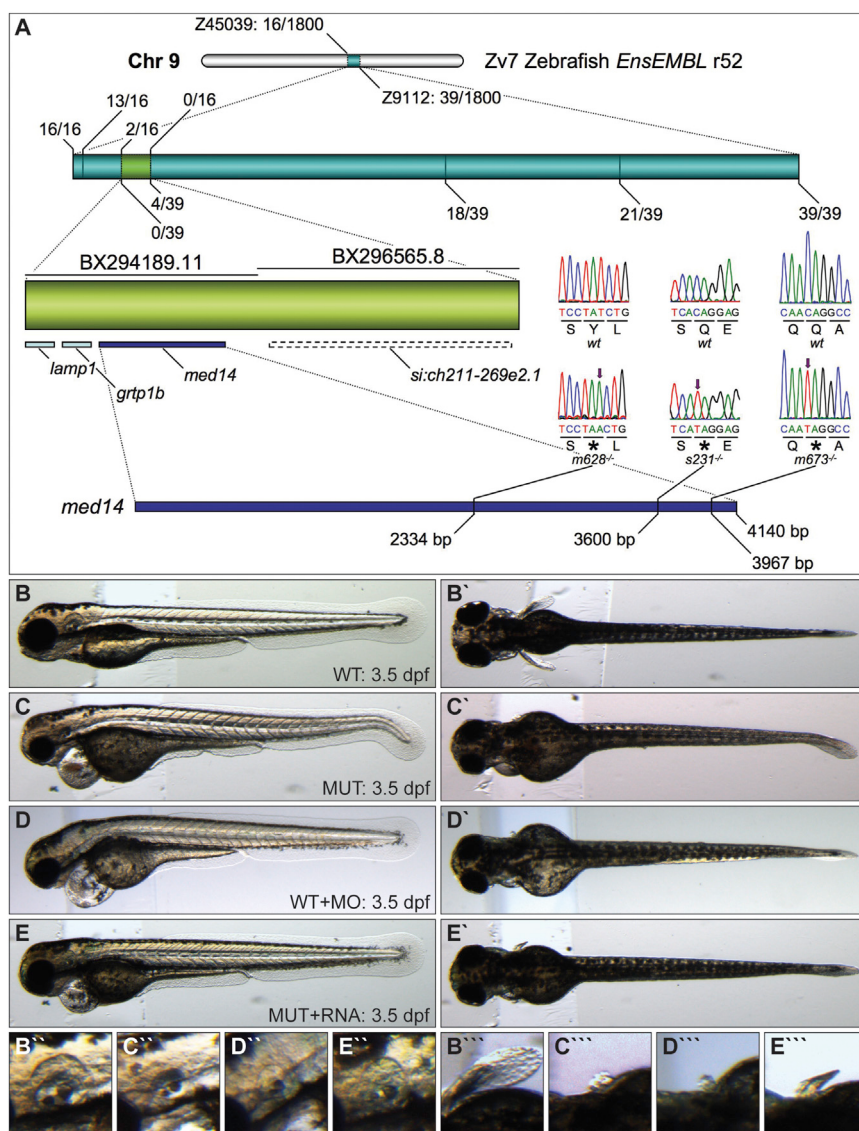

**Figure 2. Logeiei Results from a Mutation in *med14***

(A) Recombination frequency mapping results. Screening of 1,800 map-cross mutant embryos with markers Z45039 and Z9112 revealed 16 and 39 flanking recombinant embryos, respectively. The zero-recombinant region (light green, contained in two bacterial artificial chromosomes [BACs]) was refined with additional markers. Sequencing of *med14* revealed a base pair substitution (arrow) leading to a premature stop codon (\*) in each of the three *log* alleles.

(B–E''') Lateral and dorsal views of the otic vesicle and pectoral fin of 3.5 dpf WT (B–B'''), *log* mutant (C–C'''), *med14* morpholino-injected (D–D'''), and *log* mutant injected with *med14* RNA (E–E''') embryos.

*vmhc* (ventricle) was normal in *log* mutants (Figures 1D–1I). The first observable *log* phenotype, a defect in brain ventricle inflation (Schier et al., 1996), was apparent by 36-hr post-fertilization (hpf). Following this, a developmental delay became apparent in *log* mutants from 48–96 hpf, including absence of pectoral fin elongation and semi-circular canals of the otic vesicle (Figures 1J–1M, arrowheads). Head-trunk angle, a measure of developmental progression (Kimmel et al., 1995), was largely fixed in *log* mutants by 48 hpf (Figure 1N). Despite this arrest in development, there was not an apparent increase in apoptosis or overt proliferative defect (Figure S1).

#### *logeiei* Is due to Mutation of *med14*

We next sought to determine the causal *log* mutation, which we had previously localized to linkage group 9

(Jin et al., 2007). Further mapping defined a zero recombination region of approximately 100 kb containing four genes. RT-PCR and sequencing from mutant (s231 and the previously isolated m628 and m673 alleles) and wild-type (WT) cDNA pools identified distinct premature stop codons in *med14* in all three alleles (Figure 2A). Injection of *med14* morpholino recapitulated otic vesicle, pectoral fin and cardiac phenotypes, while injection of 300 pg of RNA encoding a WT form of Med14 partially rescued these defects in *log* mutants (Figures 2B–2E'''). Further, injection of RNA encoding the s231, m628, and m673 forms of *med14* failed to affect appreciable rescue of *log* mutants (results not shown). Taken together, this established that the *log* phenotype is due to mutation of *med14*.

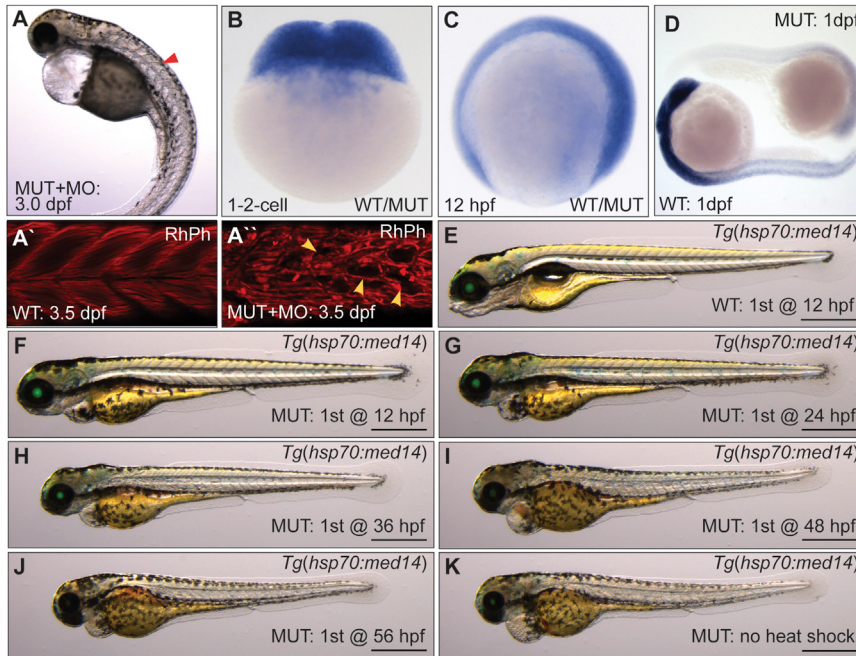

**Figure 3. Expression and Timing Requirement of *med14* for Development**

(A) Worsening of the *log* mutant phenotype by injection of morpholino (MO) targeting *med14* (red arrowhead denotes somite defect).

(A' and A'') Somite structure of 3.5 dpf rhodamine phalloidin (RhPh) stained WT and MO-injected mutant embryos. Defects in muscle fiber patterns of mutant embryos injected with MO are shown (yellow arrowheads).

(B–D) RNA ISH analysis shows that *med14* is broadly expressed at the one- and two-cell stage and at 12 hpf (“WT/MUT” denotes unknown genotype). At 24 hpf, broad *med14* expression is undetectable in zygotic *med14* mutants.

(E–K) Temporal rescue of the *log* mutant phenotype using *Tg(hsp70:med14)*,  $\alpha$ -crystallin:EGFP, with initial heat shock performed at the specified time, and then every 12 hr following until 5 dpf. Scale bars, 0.5 mm.

### Maternal Expression of *med14* Affects Timing of Phenotypic Onset

As we expected that loss of Med14 would have global effects on transcription, we next examined whether *med14* had a maternal function. Injection of *med14* morpholino (which would affect maternal *med14* transcript, but not protein) worsened the *log* mutant phenotype (Figure 3A), notably inducing defects in skeletal muscle fibers (Figures 3A' and 3A''). *med14* transcript was maternally deposited (Figure 3B) and expressed broadly later in development (Figure 3C; data not shown). ISH analysis in *m628* allele mutants revealed a loss of *med14* expression by 24 hpf, suggesting nonsense-mediated decay of mutant transcript and degradation of maternally deposited WT transcript by this time point (Figure 3D). Efforts to deplete WT maternal *med14* transcript by making maternal zygotic mutants through a germline replacement strategy (Ciruna et al., 2002) were not successful (results not shown). To determine whether the *log* mutant phenotype could be alleviated by prolonged expression of *med14*, we generated a transgenic line expressing WT *med14* RNA under control of the inducible *hsp70* promoter, which had no apparent effects on WT development (Figure 3E). In *log* mutants, overexpression of *med14* every 12 hr beginning at 12 hpf until 120 hpf resulted in maximal rescue (Figure 3F). Further analysis revealed that initiation of *med14* overexpression at 24 hpf or later in *log* mutants resulted in progressively more severe phenotypes, with initiation after 48 hpf resulting in no discernable rescue (Figures 3G–3K). These results suggest that maternal

Med14 function alleviates the severity of early phenotypes in *log* mutants.

### Transcription Is Not Broadly Affected in *log* Mutants

To examine effects on Pol II transcription in *log* mutants, we first assayed expression of *opsin1sw1*, which is initiated in the eye at 2.5 dpf, after developmental defects are readily apparent (Figures 4A and 4B). Although delayed in *log* mutants (data not shown), *opsin1sw1* expression reached a level comparable to WT by 4.0 dpf (Figures 4C and 4D). To test whether transcription could be induced in *log* mutants, we heat shocked *log* mutant *hsp70:EGFP* embryos at 3.5 dpf, after which a robust EGFP fluorescence was observable at 4.0 dpf (Figure 4E). To examine whether cellular transcription and function could continue in the prolonged absence of Med14 function, we carried out transplantation experiments to place transgenic (constitutive  $\beta$ -actin:EGFP) *log* mutant cells in WT host embryos, thus circumventing the issue of embryonic lethality.  $\beta$ -actin:EGFP expression in *log* mutant cells was evident at 15 dpf (Figure 4F, mutant cells seen in 100% of 50 transplants). Interestingly, cells were found to contribute to structures not present in mutant embryos, such as the semicircular canals. In fish aged up to 2 years, EGFP+ve *log* mutant cells persisted, as was evident in many nonpigmented tissues (Figures 4G–4H'). This clearly demonstrated that Med14 was not (at least cell autonomously) required for constitutive transcription or cell survival.

To address in a quantitative manner the extent transcription may be globally affected in *log* mutants, we

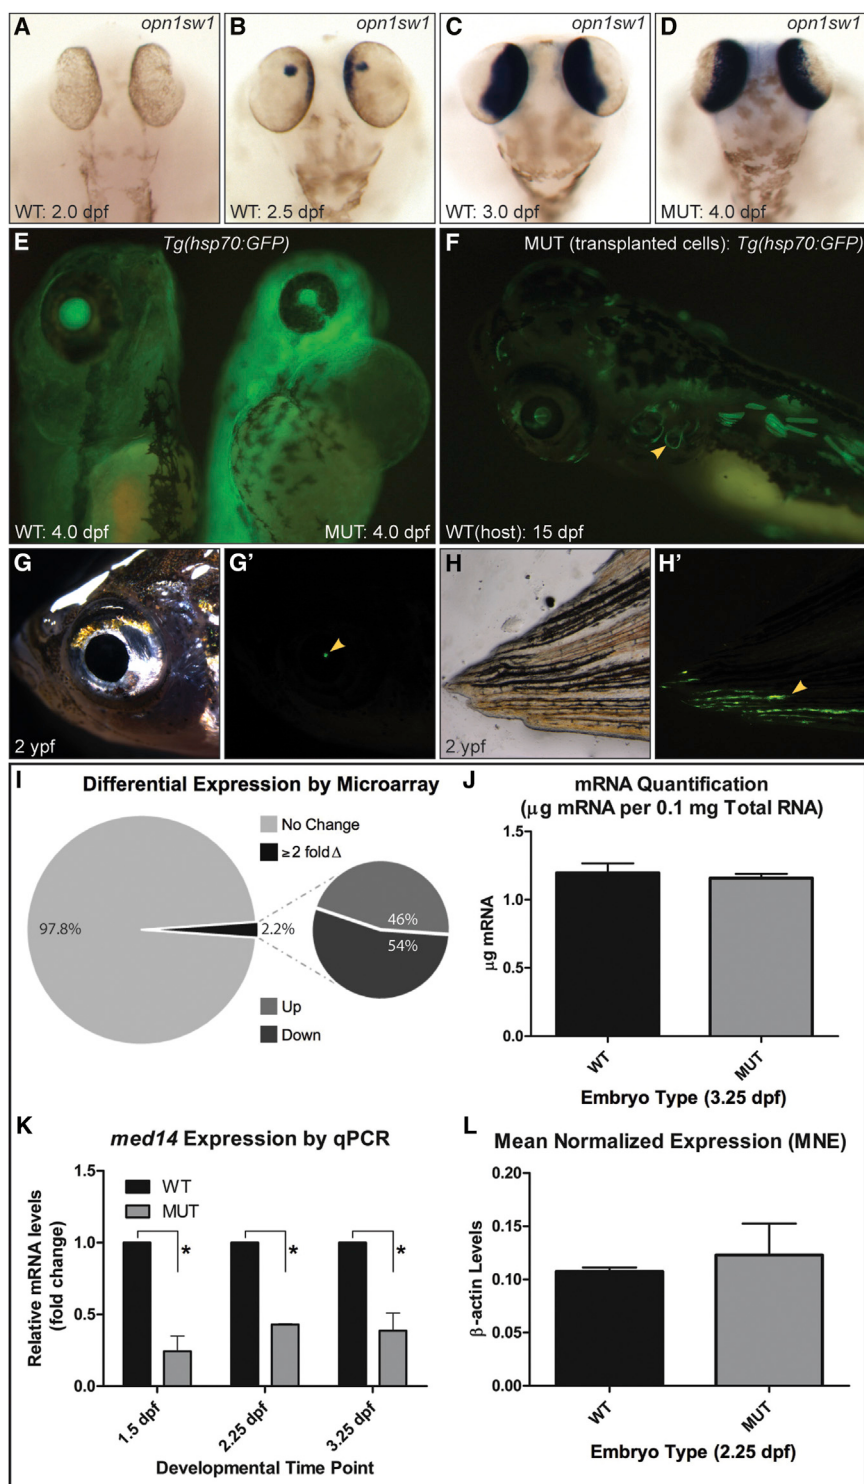

#### Figure 4. Transcription Is Not Largely Affected in *log (med14)* Mutants

(A–D) Expression of *opn1sw1*, initiated by 2.5 dpf in WT embryos, reaches WT levels in *log* mutant embryos by 4.0 dpf.

(E) *Tg(hsp70:EGFP)* *log* mutant embryos heat shocked at 3.5 dpf show robust GFP signal.

(F–H') *log* mutant cells transplanted into WT hosts (traced using a *β-actin:EGFP* transgene) are evident in 15 dpf hosts (including in the semicircular canals, yellow arrowhead in F) and survive until 2 ypf (years post-fertilization, yellow arrowheads).

(I) Summary of results of microarray analysis on cDNA from 2.25 dpf WT versus *log* mutant embryos.

(J) Quantification of mRNA per 0.1mg total RNA at 3.25 dpf from WT and *log* mutant embryos.

(K) Normalized qPCR values for *med14* expression in mutant relative to WT control embryos (\**p* < 0.05 using the one-tailed unpaired Student's *t* test).

(L) Mean normalized expression (MNE) of *β-actin* in WT and MUT embryos at 2.25 dpf calculated using a universal reference approach. No significant difference (*p* = 0.63) was observed between WT (0.107 ± 0.00380) and *log* MUT (0.123 ± 0.0297) samples (*n* = 3) by one-tailed unpaired Student's *t* test. For (J)–(L), three biological replicates of 450 (J) or 10 (K and L) embryos were used.

undertook a microarray approach to analyze genome-wide transcript levels at 2.25 dpf (when the *log* mutant phenotype is apparent). Surprisingly, in *log* mutants, only ~2% of genes assayed were differentially expressed (764 of 34,858 with ≥2-fold difference), with a roughly

equal number of genes being upregulated or downregulated (Figure 4I). To dismiss the possibility that transcription levels were reduced globally in *log* mutants (Lovén et al., 2012), we assayed mRNA (poly A) levels from an equivalent amounts of total RNA; however, no difference

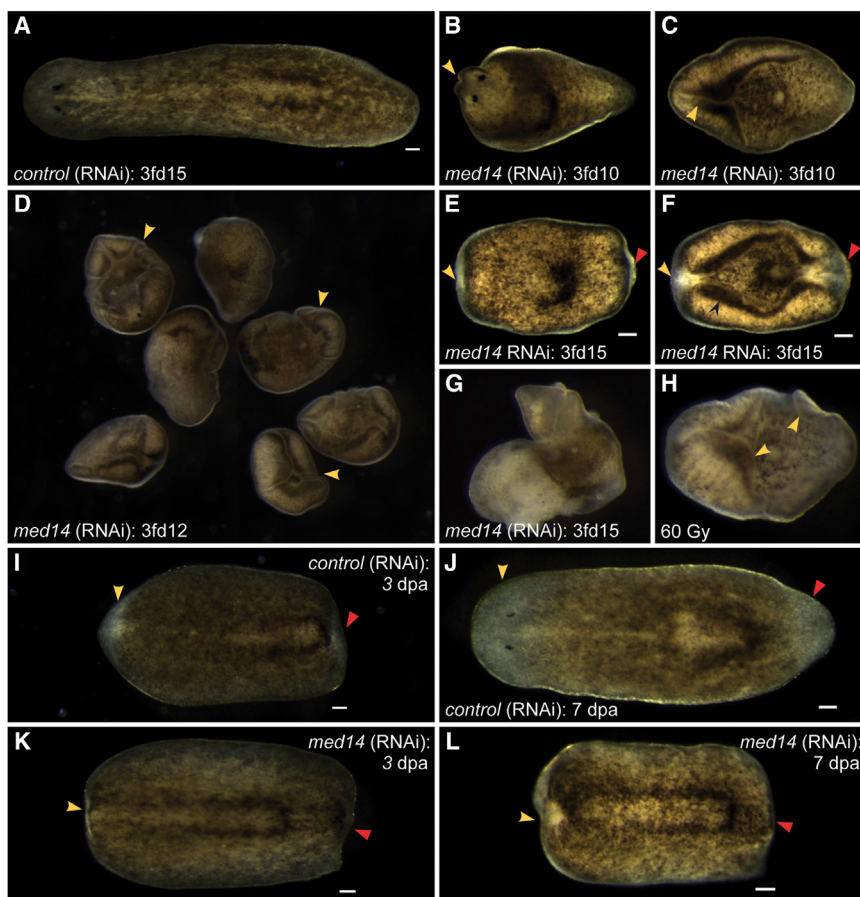

**Figure 5. *Smed-med14* Is Required for Tissue Homeostasis and Regeneration in Planarians**

(A–F) *med14(RNAi)* animals show defects in homeostasis, with head regression (yellow arrowheads) and ventral curling apparent in 100% of cases by 3fd10.

(G and H) By 3fd12–15, head and tail regression (yellow and red arrowheads) and the beginnings of lysis are apparent in 100% of *med14(RNAi)* animals, similar to what is observed following irradiation-mediated depletion of the stem cell pool.

(I–L) In trunk fragments that are regenerating a head (yellow arrowhead) and a tail (red arrowhead), no regeneration is observed by 7 dpa in *med14(RNAi)* animals. Scale bars, 100  $\mu$ m.

was evident even at 3.25 dpf (Figure 4J). RNA and DNA spike-ins and genomic PCR to normalize data to total genomic content (cell number) (Bower et al., 2007) was further used to stringently assay mean levels of gene expression. However, global changes in Pol II gene expression were not evident in *med14* mutants (Figure 4L). qRT-PCR analysis validated that from 1.5–3.25 dpf *med14* transcript levels were significantly down-regulated in *log* mutants, in line with our RNA ISH analysis (Figure 4L).

### ***med14* Is Necessary for Stem Cell Maintenance in Planarians**

To further decipher Med14 function, we pursued *med14* knockdown in the freshwater planarian *S. mediterranea*. A BLAST search of *S. mediterranea* genome and transcriptomes (Labbé et al., 2012) with both human and zebrafish Med14 sequences revealed a single planarian ortholog, *Smed-med14* (*med14* in this manuscript). When intact planarians were subjected to *med14* RNAi, 100% of animals displayed a ventral curling phenotype by 10 days after the third feeding (3fd10) (Figures 5A–5D). By 3fd15, head and tail regression phenotypes became pronounced

in *med14(RNAi)* animals (Figures 5E and 5F), with lysis of the epidermis following (Figure 5G), similar to what is observed following irradiation (Figure 5H). As ventral curling and lysis are hallmarks of a stem cell defect (Reddien et al., 2005), we next examined whether *med14(RNAi)* animals retained regenerative ability, which depends on stem cell function. Following amputation into thirds at 3fd3, regeneration was severely diminished at both 3 and 7 days post-amputation (dpa) in *med14(RNAi)* animals (Figures 5I–5L). As seen in zebrafish embryos, *med14* appeared to be ubiquitously expressed in planarians (Figure 6A). However, dilution of probe and reduction of staining time resulted in a stem cell-like expression pattern (Figure 6A'), in agreement with transcriptome data showing *med14* to be 6.7-fold enriched in stem cells over differentiated tissues (Labbé et al., 2012). Confirmation of *med14* expression in (but not limited to) stem cells was obtained by confocal imaging of the head and tail regions following *med14* fluorescent RNA ISH and PIWI (a marker of stem cells) antibody staining (Figures 6A'' and 6A''').

To further examine the *med14(RNAi)* phenotype, RNA ISH was carried out for markers of the stem, progeny,

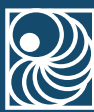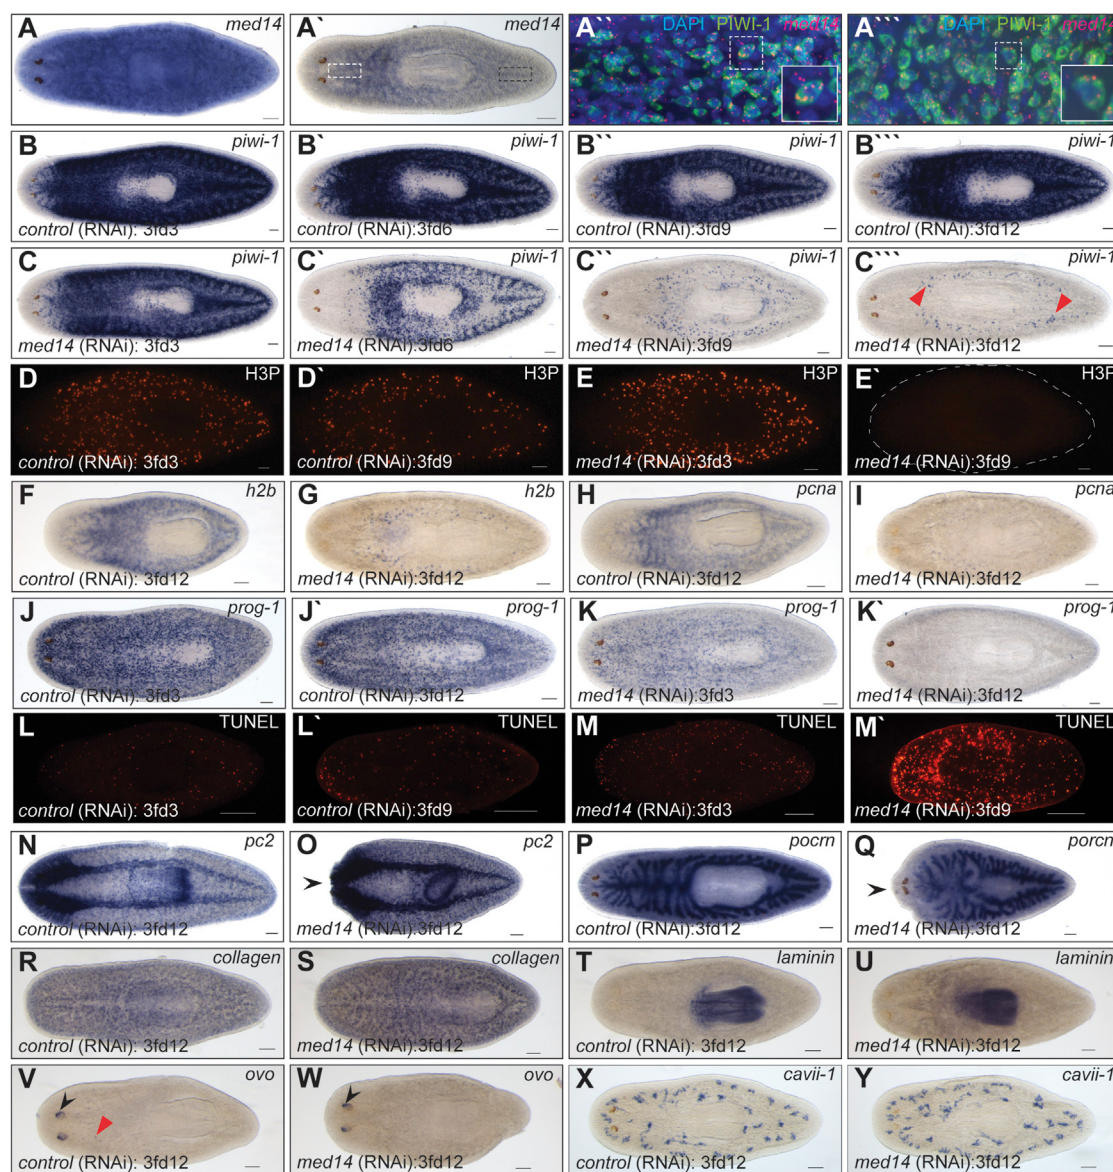

**Figure 6. *Smed-med14* Is Necessary for the Maintenance of Adult Stem Cells**

(A) ISH for *med14* in wild-type intact animals showing ubiquitous staining.

(A') A stem cell like expression pattern is evident with reduced staining.

(A'' and A''') Confocal image at 25 $\times$  magnification of *med14* fluorescent RNA ISH (red) and PIWI antibody staining (green) in the planarian head (white dashed box in A') and tail (black dashed box in A') respectively. The boxed area in each is enlarged for clarification. *med14* is expression in, but not limited to, the stem cell population.

(B–C''') ISH analysis using a stem cell specific riboprobe (*piwi-1*) during a time course of *med14(RNAi)*. By 3fd12, the stem cell population is largely absent in *med14(RNAi)* animals. The remaining *piwi-1*+ cells at 3fd12 (C''') may represent primordial germ cells (red arrowheads in M).

(D–E') Loss of proliferative phosphorylated histone H3 (H3P) +ve cells in *med14(RNAi)* animals by 3fd9 (E').

(F–I) Expression of S-phase markers *h2b* and *pcna* in WT and *med14* RNAi animals at 3fd12.

(J–K') By 3fd3, the progenitor cell population in *med14(RNAi)* animals (marked by *prog-1* expression) is reduced compared with controls and completely absent by 3fd12.

(L–M') Increased cell death by 3fd9 as observed by whole-mount TUNEL analysis in *med14(RNAi)* animals.

(legend continued on next page)

and somatic compartments of the animal. Analysis of the stem cell marker *piwi-1* (Reddien et al., 2005) revealed a reduction in *piwi-1*-expressing cells in *med14(RNAi)* worms by 3fd6 and a complete absence by 3fd12 (Figures 6B–6C'''). However, expression of *piwi-1* could still be detected in two dorsal-lateral regions that may represent primordial germ cells (Wang et al., 2010) (Figure 6C''', red arrowheads), suggesting that Med14 is not required directly for *piwi-1* expression. As the stem cell compartment in planaria is the only one that undergoes proliferation (Reddien and Sánchez Alvarado, 2004), expression of markers of mitosis (phosphorylated histone H3-H3P) and S-phase (*h2b* and *pcna*) was assayed. As expected for a complete stem cell loss, proliferation was not evident in *med14(RNAi)* animals by 3fd9/12 (Figures 6D–6I). The loss of *piwi-1*-expressing cells following *med14* RNAi may have been as a consequence of differentiation of the stem cell compartment. To examine this, we analyzed the expression of *prog-1*, which marks the immediate daughters of stem cells (Eisenhoffer et al., 2008), in control and *med14(RNAi)* worms (Figures 6J–6K'). A reduction to complete absence in the *prog-1*-positive progenitor cell population that mirrored observations of the *piwi-1* stem cell population was found, suggesting that the stem and progenitor cell pools were rapidly depleted following loss of *med14*. In support of this model, widespread apoptosis was evident in *med14(RNAi)* animals by 3fd9 (Figures 6L–6M'). In contrast, knockdown of *med14* function had no effect on differentiated cells as exemplified by expression of CNS (*pc2*), gut (*porcn*), muscle (*collagen*), pharynx (*laminin*), eye (*ovo*), and protonephridia (*cavii-1*) markers at 3fd12, with the general patterns of expression and organ shapes being normal (Figures 6N–6Y). These results suggest that loss of *med14* has a specific effect on the stem cell population and that transcription in general is not compromised.

To investigate a more general requirement for Mediator in stem cell maintenance, we performed an RNAi knockdown screen of 11 additional Mediator subunits, allowing analysis of 12 of the 25 conserved proteins (Figure S2 and table within). A ventral curling phenotype was observed for five subunits tested: *med7*, *med12*, *med17*, *med19*, and *med27* (Figures S2A–S2F and table within). In all cases, depletion of the *piwi-1*-positive stem cell population was evident by 3fd12 (Figures S2A–S3F'). No pheno-

types were observed following knockdown of the remaining six subunits (data not shown). When considered collectively, a stem cell phenotype was apparent following knockdown of a subunit from each Mediator domain.

### Med14 Is Required for Maintenance of Progenitor Populations in Zebrafish

We next re-examined the zebrafish *log* mutant phenotype, with a focus on stem/progenitor cells and regeneration. Using RNA ISH, we first assayed expression of the retinal stem cell marker *mz98* (Cervený et al., 2010) and found that while present at 2.25 dpf, expression was lost by 3.25 dpf in *log* mutants (Figures 7A–7D). Analysis of the hematopoietic stem cell marker *cmyb* (Bertrand et al., 2008) in the ventral trunk/tail region of the embryo revealed a loss of expression in *log* mutants by 3.25 dpf (Figures 7E–7H). Similarly, the putative gut stem cell marker *lgr4* (Hirose et al., 2011) showed a severe reduction in expression in *log* mutants at 3.25 dpf (Figures 7I and 7J). To assess a possible role for Med14 in vertebrate regeneration, we employed amputation of the zebrafish embryonic tailfin (Kawakami et al., 2004). Following resection of the tailfin at 2 dpf, we observed no appreciable regrowth of *log* mutant fins by 4 dpf (Figures 7K and 7L).

We next assessed readouts of stem cell function. As indicated by o-Dianisidine staining, the pronounced expansion of the red blood cell population evident in WT embryos from 48–96 hpf did not occur in *med14* mutants (Figures 7M–7R). We next examined growth of the zebrafish ventricle from 24–48 hpf, which has recently been shown to include addition of cells from second heart field progenitors (Lazic and Scott, 2011). Cardiomyocyte cell number was significantly reduced in 60 hpf *med14* morphant hearts (Figures 7S–7U). To test whether the expression of WT *med14* in cardiomyocytes could rescue the *log* heart defect, we generated a cardiomyocyte-specific *cmlc2:med14* transgenic line. Despite forced expression of WT *med14* RNA in mutant hearts well before the onset of phenotypic defects, no rescue was observed (Figure 7V). Consistent with these results, expression of the second heart field progenitor marker *ltbp3* (Zhou et al., 2011) was greatly reduced in *log* mutant embryos at 48 hpf (Figures 7W and 7X), suggesting that *med14* is required in heart progenitor cells (prior to *cmlc2* expression).

(N–Y) Normal expression of markers of differentiated cell types in *med14(RNAi)* animals as evident for the nervous system (*pc2*), gut (*porcn*), muscle (*collagen*), pharynx (*laminin*), eyes (*ovo*), and protonephridia (*cavii-1*). Head regression is evident in some treated worms (black arrow heads in O and Q). Eye progenitors (red arrow head in V) are not observed in *med14(RNAi)* animals despite *ovo* expression in the eye spots (black arrow heads in V and W).

Scale bars, 100  $\mu$ m. See also Figure S2.

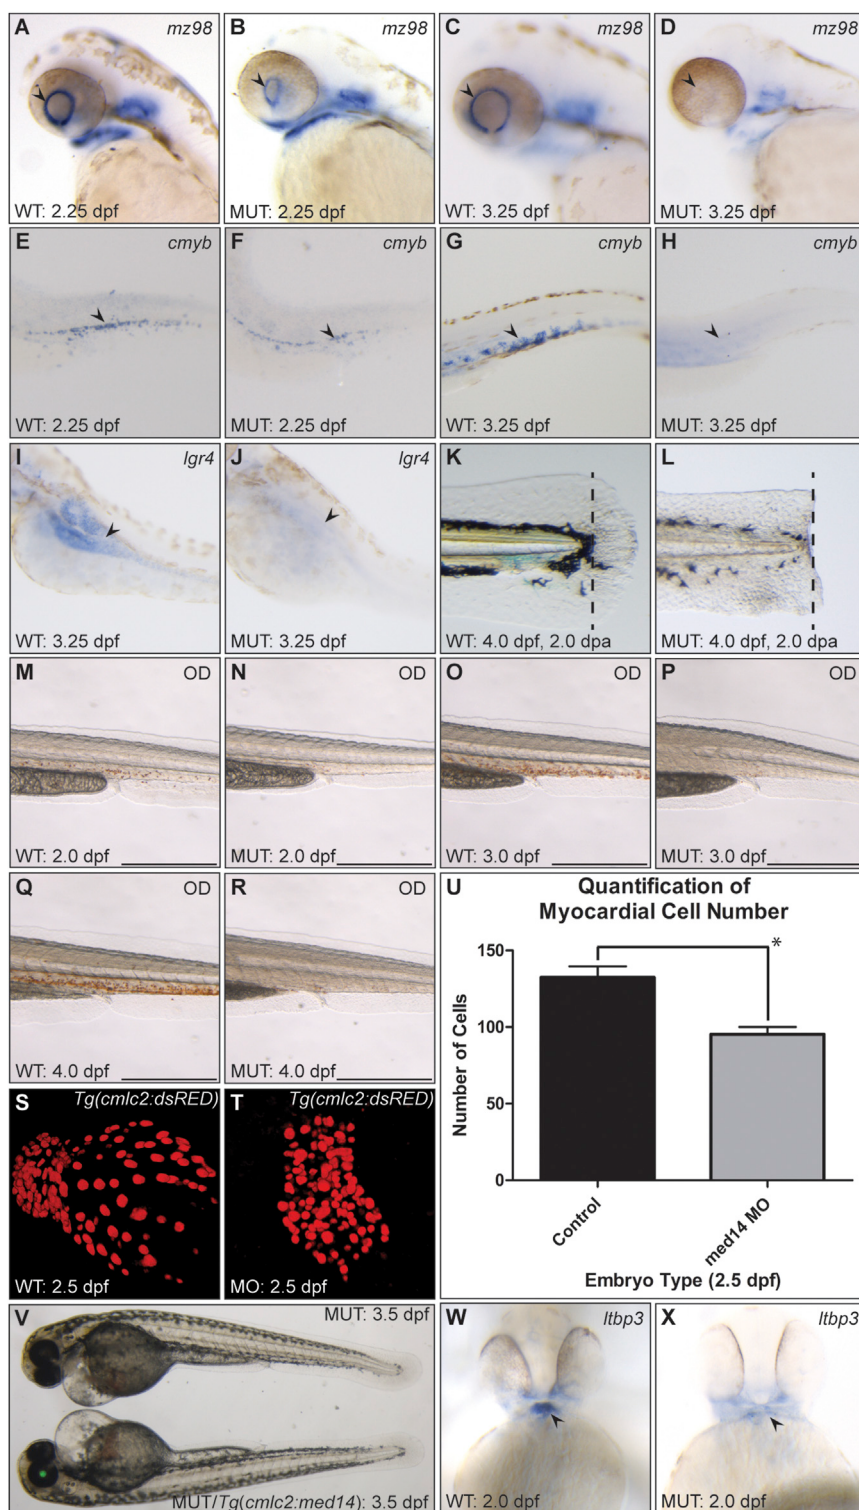

## DISCUSSION

In this study, we have shown in two animal models (including one adult one) that the Mediator complex plays a key role in stem cell maintenance. To our knowledge, our planarian work is the first broad in vivo survey of Mediator function in stem cells. Further, our results represent a whole-organism view that helps address controversies in Mediator function in general transcription versus having more specialized functions.

Our results, we believe, provide the first description of the consequences of the complete loss of function of *med14* in metazoa. A zebrafish *med14* mutant was reported as having relatively minor defects in eye development (Dürr et al., 2006). However, this mutant (*hi2143*) resulted from an intronic retroviral insertion, and online pictures available show roughly normal development (<http://web.mit.edu/hopkins/group6.html>). As this is a much weaker phenotype than seen in *log* mutants, the insertion allele is likely hypomorphic. A mouse *med14* mutant made from a gene trap ESC line reported no overt phenotypes at day 10.5 (Cox et al., 2010). However, our analysis of this gene trap line by RT-PCR revealed that WT *Med14* transcript was still present, indicating that this allele was not a null (data not shown). In contrast, RNAi-mediated knockdown of *rgr1* (*med14*) in *C. elegans* has been reported to mimic loss of Pol II, which contrasts our findings in zebrafish and planarians (Shim et al., 2002). Of course, it remains possible that the *med14* alleles used in our studies are not true nulls. All three encode C-terminally truncated versions of Med14, with the *m673* and *s231* alleles resembling the original (viable) yeast *rgr1* (*med14*) mutant. This truncation prevented association of Rgr1 with many Mediator Tail components, resulting in a largely “Tail-less” Mediator (Li et al., 1995; Sakai et al., 1990). In contrast, a yeast *rgr1* null (deletion) allele results in lethality (Sakai et al., 1990). As the *m628* allele creates a large truncation of Med14 and further results in pronounced loss of transcript, we are confident that this results in a full loss of function. Recent analysis of Mediator structure has shown that Med14 is a key interface that contacts all three Mediator modules (Tsai et al., 2014), with Med14 being essential for activity of a biochemically reconstituted Mediator complex (Cevher et al., 2014). As we were unable to examine the full (maternal zygotic) zebrafish *med14* mutant phenotype, the observed onset of *log* phenotypes is likely due to when depletion of maternal protein brings Med14 levels below a threshold level in certain cell types. As discussed below, this may be especially relevant to genes with “superenhancers,” which may require a higher level of Mediator in a cell.

Our work suggests that stem and progenitor cells may be especially sensitive to Mediator complex function and that the *log* phenotype is due to loss of stem cells. This will require more extensive study, including cell fate and lineage tracing approaches. Interestingly, our transplantation experiments clearly show that cells lacking Med14 can survive to adulthood and contribute to many tissues. Gene expression analysis in *log* mutants did not reveal effects on stem-cell specific genes; however, analysis of whole embryo transcriptomes is not well suited to detect changes in small populations of cells. While the nature of the stem cell defect in zebrafish *med14* mutants requires further clarification, the effects of Med14 loss on planarian adult stem cell function is more evident. This is associated with a loss of proliferation and increased apoptosis in animals, but not an increase in *prog-1* expression. Our results therefore suggest a model where *piwi-1*-positive stem cells are depleted following *med14* RNAi, perhaps via cell death. This requires further investigation, as does the cellular autonomy (in stem cells versus a niche) of Med14 function.

The role of Mediator in general versus specialized aspects of Pol II-based transcription has been the subject of debate. Work in yeast suggests that core components of Mediator are required for most Pol II-mediated transcription and that Mediator subunits are localized upstream of most promoters (Andrau et al., 2006; Holstege et al., 1998). In contrast, Mediator has also been shown to be localized to a very limited fraction (perhaps 3%) of promoter elements (Fan and Struhl, 2009), regulating expression of a low percentage of genes (Young et al., 2009). Similar to our microarray results, expression of only a few hundred genes is misregulated in yeast *rgr1* (*med14*) CTD deletion mutants (Young et al., 2009). However, it is also true that not all Mediator subunits are equal: loss of “core” subunits such as Med17 may have more severe effects than loss of other subunits (Holstege et al., 1998).

In cultured ESCs and induced pluripotent stem cells, multiple Mediator (and cohesin) complex subunits have been shown to play essential roles in stem cell maintenance (Kagey et al., 2010). In vivo, Med1, Med14, Med21, and Cdk8 have been shown to be required in hair follicle stem cells, plant meristem, mouse blastocysts, and tumor cells, respectively (Adler et al., 2012; Autran et al., 2002; Nakajima et al., 2013; Tudor et al., 1999). Our planarian results demonstrate a requirement for Mediator subunits from all structural components (Head, Middle, Tail, and Kinase) in adult stem cells. Specific roles for other “core” components of the transcriptional machinery in stem cells have been described. Alterations in expression of the TBP-associated factors (TAFs) have been associated with pluripotency and skeletal muscle differentiation, and expression of many Mediator subunits is decreased during myotube differentiation (Deato et al., 2008; Maston et al., 2012).

How the deposited data were processed for this re-analysis (not part of the article)

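Transcript levels of *m628* mutant and WT embryos at 54 hpf were measured on 2 arrays, with the mutant pool in Cy5 and the WT pool in Cy3 on each. The authors deposited the Feature Extraction 10.7.3.1 output of each array and a table of processed values. In the scanner output the deposited log10 ratio is that of processed red over processed green signal, set to 0 for features with no usable signal. The deposited intensity columns hold mean signal, background and processed signal of each channel, after background subtraction, spatial detrending and lowess for the last of these. The authors' processed table holds log2 of mutant over WT processed signal, without a filter on dim probes.

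From these, the deposited log ratio was turned to log2, control and outlier spots were left out and spots of a probe were averaged. Probes at or above the 20th percentile on both arrays in either channel were kept. Calculations used R 4.3.3 and limma 3.58.1, with an intercept fitted to the 2 log2 ratios and moderated by eBayes. The threshold was a 2-fold difference and a p under 0.05, with Benjamini-Hochberg adjustment reported beside it. The paper's text does not name the test or an adjustment for the arrays. The mutant and WT pools of a replicate share an array, so the fit is blocked by replicate.

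Of the probes, 25258 had an accession in the RefSeq table, 21987 of them kept, and these took its symbols. The others kept the name of the array design. Coordinates are those of the files, on Zv8. Genes named are those the paper names, the 5 probes with the largest change in each direction past the thresholds, changed the same way on both arrays, well above background on both arrays in at least one channel and with a symbol, and the largest change in each direction within each gene list. *lgr4* and *col15a1b* were not found among the design's names by those symbols.

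Lists of genes were tested with camera (inter-gene correlation 0.01) and fry. Beside stem and progenitor markers, their median log2 ratios and camera adjusted p in limma were -0.93 (p = 3.96e-07) for photoreceptor genes, -0.42 (p = 0.000838) for cartilage, fin and canal genes, 0.32 (p = 0.00298) for p53 and apoptosis genes, -0.64 (p = 0.0102) for genes the paper names, -0.29 (p = 0.0108) for liver, pancreas and gut genes, -0.25 (p = 0.0226) for proliferation genes, -0.21 (p = 0.0404) for red blood cell genes, 0.21 (p = 0.151) for RNA polymerase II subunits, 0.00043 (p = 0.313) for ribosomal protein genes, -0.071 (p = 0.326) for heat shock genes and -0.06 (p = 0.522) for Mediator subunits. The ribosomal protein and heat shock lists were taken by the start of the gene's name, which brought in 6 S6 kinase genes in the first and *hspg2* and *wdr91* in the second.

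The fits were tested on simulated data for the comparison of mutant and WT, with 34482 probes on 2 arrays and the spread of the real arrays. Of 200 changed probes, all set further from 0 than the 2-fold limit, 85.5% were called at 2-fold with a limma p under 0.05. None was called with the wrong sign, and 0% were called after adjustment. The 85.5% is thus not the power for a change of 2-fold. In 20 runs without any change, 6.53% of probes had a p under 0.05 and 654.1 probes per run were past both thresholds. Of 100 simulated lists of 30 genes, each shifted by 0.5 on the log2 scale, camera had a p under 0.05 for 100% and fry for 64%. At the stricter limit of 0.05 divided by 12 lists these shares were 100% and 7%. Simulated probes were drawn independently, while genes of a real list can move together on an array. The median of the stem list, at -0.27, was also smaller in size than the simulated shift. False calls of camera were not counted over many unshifted lists. These shares therefore do not decide between camera and fry for the real lists. The smallest fry p of the real lists was 0.0546 before adjustment, for p53 and apoptosis genes. Alternatives covered the background correction and normalization, the authors' processed table, the filter, outlier spots, one value per gene, the fold rule, the test, the replicate block and each array alone.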

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

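The tests of crystallin genes, of the spike-ins and of the signal level of the p53 list were chosen only after these results were seen.

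The paper does not report on crystallin genes as a group, and their signal was far below 0. Over 50 crystallin genes the median log2 ratio of mutant over WT was -2.53, at -2.07 on replicate 1 and -2.30 on replicate 2, and 45 genes were lower on both arrays. The median stayed below 0 in each other scaling tried, at -1.37 with normexp and loess, -1.53 with median centring and -2.51 in the authors' table. Of 79 probes, 63 were at least 2-fold lower with a limma p under 0.05 and 0 were higher. Many lie in a cluster on chromosome 9, the chromosome of *med14*, but the genes not placed there had a median of -1.21. Near-identical gamma M copies share signal, and genes outside that family had a median of -1.18. Lowess centres probes of any brightness near 0, so a bias of very bright probes was tested with median centring alone, where 1.16% of 1209 other bright probes were at least 2-fold lower, with a median of 0.17, against 84.4% of 32 crystallin probes as bright, which argues against it. A lower share of lens in the mutant pools, or a delay of the lens, stays open and was not tested. Dye and genotype cannot be separated for single probes.

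The list of p53 and apoptosis genes, which the paper did not analyse on these arrays, had a median log2 ratio of 0.32. It was called by camera and not by fry, where its p was 0.0546 before adjustment. Among 22 genes well above background in both channels the median was 0.41, which argues against signals close to background. In list genes with more than 1 probe, 21 of 40 probes were above 0 on both arrays, more than in 99.9% of 10000 random draws of as many kept probes. The list was picked out because it lay above 0, so this repeats the pattern and does not test its cause, and a dye bias of single probe sequences cannot be told apart from an effect of genotype. A response to loss of *med14* and a shared effect of the pools also stay open.

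The spike-in transcripts, on which the paper does not report for the arrays, lay above the ratio of the embryo RNA by 0.74 on the log2 scale on replicate 1 and by 0.19 on replicate 2. Less messenger RNA per amount of total RNA in mutants could give such an offset. The test asked for offsets alike on both arrays, and they differed by 0.55, more than their mean of 0.47, which goes against it. But with 2 arrays, each with its own pair of pools, the spread of an offset is poorly known. The amounts of spike-in added are not known from the files, so less messenger RNA and an unequal addition cannot be told apart.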

How the results depend on the processing

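The alternatives were set with the design, apart from the change in members of the ribosomal protein and heat shock lists, which was chosen after seeing the data, and leaving out an array leaves a value with no test, so the counts with a p have no such value. The cause was not tested for any change given here.

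Of probes past 2-fold with a limma p under 0.05, 354 were left with normexp and loess, 463 with normexp and median centring, 1838 with no intensity filter, 2022 when each array had to pass 2-fold and 687 in the unmoderated fit. Without a test these counts were 382 with loess, 492 with median centring, 2351 with the percentile in all 4 channels, 2306 with one value per gene (21398 genes kept) and 2022 with 2-fold on each array. Leaving out each array gave 5257 to 6323. The share higher was 23.0% with loess (21.2% with the p threshold), 18.7% with median centring (17.3%) and 33.3% for probes well above background in at least one channel (32.3%), and close to even at 48.6% with the authors' table and 48.4% with outlier spots kept. It ran from 41.0% to 55.2% on single arrays, so its direction rests on which array is used. With loess, 331 of the calls were shared with the main setting.

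After adjustment 0 probes were called in the main setting, against 184 with an intensity trend in limma and 524 with one value per gene, of which 442 genes had 1 probe. The replicate block is the array shared by a mutant and a WT pool. With no replicate block, limma called 1119 probes after adjustment, in a fit with 247 prior degrees of freedom that gives nearly every probe the same spread. With no replicate block and an unmoderated fit 1059 probes were past 2-fold with a p under 0.05, and 55.5% were higher, which reverses the split.

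The *med14* ratio stayed below 0 throughout. It was -0.40 with normexp and loess and -0.37 with median centring, both no longer past the p threshold, and in the unmoderated fits, with and without the replicate block, the ratio of -2.08 was not past it either. The offset of 50 in normexp draws the ratios of dim probes towards 0.

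In the gene lists fry called none, with or without adjustment, at medians of -0.42 for cartilage, -0.21 for red blood cells, -0.29 for liver and gut, 0.32 for p53, -0.64 for genes the paper names, -0.93 for photoreceptors, -0.25 for proliferation and -0.27 for stem markers. Red blood cell genes also lost their call at -0.13 with median centring, -0.21 with the authors' table, -0.11 with no filter and -0.31 with the percentile in all channels. Liver and gut genes lost it at -0.025 with loess, -0.027 with median centring and -0.17 with no filter. Ribosomal protein genes gained one at 0.19 with loess and 0.32 with median centring. Without the S6 kinase genes their median turned from 0.00043 to -0.00021 (adjusted p = 0.410 by camera in limma), and the heat shock list was at -0.071 without *hspg2* and *wdr91*, neither of them called. RNA polymerase II subunits turned to -0.042 with median centring. On single arrays the medians ran from -0.54 to 0.18 for red blood cells, -0.47 to 0.026 for liver and gut, -0.32 to -0.28 for cartilage, 0.30 to 0.42 for p53, 0.056 to 0.25 for RNA polymerase II, -0.54 to -0.17 for stem markers, -0.51 to -0.0068 for proliferation, -1.27 to -0.56 for photoreceptors, -0.89 to -0.31 for genes the paper names, -0.24 to 0.035 for Mediator, -0.20 to 0.050 for heat shock and -0.16 to 0.20 for ribosomal protein genes.

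Under the alternatives with a test, single probes that changed sign, none of them called, were an *actb1* probe at 0.076 with loess and 0.086 with median centring, an *actb2* probe at 0.16 with median centring, an *hsp70.3* probe at 0.074 and 0.092, and *ltbp3* at -0.0085 with loess. Of 350 comparisons of named probes with such an alternative, 296 kept direction and side of the p threshold. Outside the normexp settings these alternatives left the ratio of a named probe nearly as it was. Its direction could hardly change there, so the 296 overstates how far direction was tested. Apart from *med14*, 12 of 44 named probes had opposite signs on the arrays, so that leaving out one of the arrays turns them, and 0 of these had a limma p under 0.05. They were 10 *actb1* and *actb2* probes, an *hsp70.3* probe and an *ltbp3* probe.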

Differences from the paper's values

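No test in this part was chosen after the results were seen.

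The paper states that 764 of 34858 genes assayed differed by at least 2-fold. That total is close to the 34482 probes kept here and not to the 21398 genes, so values per gene are not like for like with it. Here 3151 probes differed by at least 2-fold with a limma p under 0.05 and 3529 without a test. With one value per gene 2213 genes did with the p threshold. After Benjamini-Hochberg adjustment in limma the count was 0 probes. Of the alternatives set before the data were examined, the unmoderated fit (687) and the unmoderated fit with no replicate block (1059) fell within 1.5 times of the paper's count with an unadjusted p, and the others did not, nor did any without a test. With an adjusted p, one value per gene (524) and limma with no replicate block (1119) fell within this range, and the others did not. As a share of kept probes, the paper gives about 2.2% in Fig. 4I and the value here was 9.14%, or 0% after adjustment. The unmoderated fit (1.99%) and the one with no replicate block (3.07%) lay within 1.5 times of it. So did limma with no replicate block after adjustment (3.25%) and one value per gene after adjustment (2.45%, a share of genes and not of probes). The other alternatives with a test did not.

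For *med14* the paper shows a level in mutants of about 0.43 of WT in Fig. 4K, read by eye, by quantitative PCR at 2.25 dpf. On the arrays the level was 0.236, but its mutant signal was well above background on replicate 2 alone, where the level was 0.285. The 0.195 of replicate 1, and so the mean of both, rest in part on a signal not well above background. These values differed from the paper's, and those with normexp and loess (0.759) or median centring (0.772) differed as well, and the other alternatives left the ratio where it was.

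The paper states that no effects on stem-cell specific genes were seen, and adds that transcriptomes of whole embryos are poorly suited to detecting changes in small groups of cells. In a list of markers chosen here, not taken from the paper, 7 of 32 genes were at least 2-fold lower with a limma p under 0.05. After adjustment 1 was left over all genes and 2 over the list alone. The list as a whole was called by camera (adjusted p = 0.00744) and not by fry, with a p of 0.135 before and 0.386 after adjustment. Lists of photoreceptor genes and of cartilage, fin and canal genes were called lower by camera too, so this call is not particular to stem markers.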

Other observations

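The tests of distance from the 3' end, of the brightest probes, of higher probes well above background, of dim lower probes and of chromosome 9 without crystallins were chosen only after the results were seen. Those of the difference between the arrays and of GC content replaced first versions, and the results of both versions were seen. The test of probe pairs was narrowed to probes well above background after values were seen. None of these is therefore free of a look at the data.

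The 2-fold differences were checked against a second probe of the same gene, in 3942 genes with probes well above background in both channels. Across genes, which are not independent replicates, the mean log2 ratios of the probe nearest and the probe furthest from the 3' end had a correlation of 0.621, against 0.281 for the difference between the arrays. In 85.0% of 266 genes past 2-fold at either probe, the other lay on the same side of 0. From the probe nearest the 3' end this share was 93.1% of 145 genes. From the furthest it was 98.6% of 70 lower genes and 76.0% of 121 higher genes, where 42.7% of all pairs have the nearest probe above 0. These values argue against noise of single weak spots and against dye bias of single sequences as the whole cause for such probes, but a bias that follows GC content, which probes of a gene can share, stays open. The place of the probe in the transcript mattered. The arrays had a correlation of 0.405 at the nearest probes and -0.0046 at the furthest, and 18.6% of the nearest probes past 2-fold were higher against 63.4% of 191 at the furthest. In the brightest of 4 groups by signal, 3.16% of probes were past 2-fold against 1.42% for the difference between the arrays, which argues against signals close to background there. Effects shared by a whole pool of RNA stay open.

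Dim probes went another way. For probes called higher but not well above background in WT, 51.9% of 310 other probes of the same genes lay above 0, where 50.7% of all such probes do, so single-probe signal in Cy5 may account for them. For called higher probes well above background in both channels the share was 76.8% of 306, which argues against it. For dim probes called lower, 85.0% of 466 other probes lay below 0, which argues against noise.

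The share higher among 2-fold probes moved with GC content, by 31.1 percentage points between probes of up to 36.7% GC (25.7% higher) and those of 45% or more (56.8%). It moved further among probes well above background in both channels, from 22.2% of 437 to 63.9% of 452. This is consistent with a part played by the probe sequence.

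The difference between the arrays was shared by probes of the same gene, at the correlation of 0.281 over all pairs, above the largest of 1000 shuffles at 0.0612, which argues against noise of single spots. It may come in part from loss of the 5' part of transcripts, in the RNA or its labelling, that differed between the pools, an idea first seen in beta-actin, whose genes were left out of the test. Over 3940 genes the probe further from the 3' end was shifted by -0.072 on replicate 1 and by 0.39 on replicate 2. The shift on replicate 1 is small and was not the same at all distances. It was -0.22 between 200 and 500 bases and 0.32 beyond 10000 bases, where both arrays moved the same way. Distances are on the genome and include introns.

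Within 5 Mb of *med14*, 13.8% of 276 kept probes were called, a share above that of 94.8% of 1030 other windows, so chance placement is not excluded. On chromosome 9 as a whole 13.7% were called, against at most 10.3% on another chromosome. Without crystallin probes, many of which lie in its cluster, the share was 11.2% of 1184 probes, still above the other chromosomes, but its exact binomial 95% interval of 9.49% to 13.2% takes in the 10.3%, and probes of a gene are not independent, so chance and an effect of the linked chromosome cannot be told apart here. Sequence differences under single probes are argued against by other probes of the same genes, 84.0% of 25 of which lay on the same side. A general lag of development would lower all lists of late genes on both arrays, but the liver and gut list was at 0.026 on replicate 2. That value is close to 0 and the photoreceptor and cartilage lists were lower on both, so a lag and a more specific effect cannot be told apart.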
